# YTHDF2 suppresses the 2C-like state in mouse embryonic stem cells *via* the DUX-ZSCAN4 molecular circuit

**DOI:** 10.1016/j.jbc.2025.108479

**Published:** 2025-04-04

**Authors:** Xiang Wu, Wanting Cai, Junjie He, Shiyin Zhang, Shen Wang, Lingci Huang, Haotian Zhang, Xiaoyan Sun, Jun Zhou, Xiao-Min Liu

**Keywords:** embryonic stem cell, YTHDF2, 2-cell like, m^6^A modification, RNA decay

## Abstract

Mouse embryonic stem cells (ESCs) consist of a rare population of heterogeneous 2-cell-like cells (2CLCs). These cells transiently recapitulate the transcriptional and epigenetic features of the 2-cell embryos, serving as a unique model for studying totipotency acquisition and embryonic development. Accumulating evidence has demonstrated that transcription factors and epigenetic modifications exert crucial functions in the transition of ESCs to 2CLCs. However, the roles of RNA modification in the regulation of the 2C-like state remain elusive. Using a DUX-induced 2CLCs system, we examine N^6^-methyladenosine (m^6^A) modification landscape transcriptome-wide and observe dynamic regulation of m^6^A during DUX-driven 2C-like reprogramming. Notably, many core 2C transcripts like *Dux* and *Zscan4* are highly methylated. We identify the m^6^A reader protein YTHDF2 as a critical regulator of 2C-like state. Depletion of YTHDF2 facilitates robust expression of 2C-signature genes and ESCs-to-2CLCs transition. Intriguingly, YTHDF2 binds to a subset of m^6^A-modified 2C transcripts and promotes their decay. We further demonstrate that YTHDF2 suppresses the 2C-like program in a manner that is dependent on both m^6^A and the DUX-ZSCAN4 molecular circuit. Mechanistically, YTHDF2 interacts with CNOT1, a key component of the RNA deadenylase complex. Consistently, silencing of CNOT1 upregulates the 2C program and promotes ESCs-to-2CLCs transition. Collectively, our findings reveal novel insights into the epitranscriptomic regulation of the 2C-like state in mouse ESCs.

Mouse embryonic stem cells (ESCs), also known as pluripotent stem cells, are derived from the inner cell mass of early blastocysts and possess the remarkable ability to differentiate into all embryonic tissues except extra-embryonic tissues (1, 2). Within the serum-cultured ESCs, there exists a certain degree of heterogeneity, which accounts for approximately 1% of the total cell population (3). These cells, designated as 2-cell-like cells (2CLCs), exhibit molecular signatures of transient totipotency. They demonstrate transcriptional activation of zygotic genome activation (ZGA) markers including the *Zscan4* cluster, *Dux*, and *MERVL* retrotransposons—molecular hallmarks classically associated with murine 2-cell embryos (4, 5, 6, 7). Functional analyses reveal that 2CLCs recapitulate key features of totipotent blastomeres, including chromatin accessibility remodeling and developmental potential spanning both embryonic and extraembryonic lineages (8, 9, 10). The bidirectional interconversion between pluripotent ESCs and totipotent-like 2CLCs establishes a valuable model system for studying the regulatory networks governing cell fate transitions during early mammalian development. Thus far, a multitude of regulatory factors have been identified that play significant roles in either promoting or inhibiting the transition from ESCs to the 2C-like cells. These factors include ZGA activation factors such as DPPA2/4 and NELFA (11, 12, 13), as well as epigenetic modifiers like CAF-1, SETDB1, and SMCHD1 (8, 14, 15), which participate in the regulation of transcriptional activity and epigenetic modifications, crucial for the transition from the pluripotent state to 2C-like state in mouse ESCs.

N^6^-methyladenosine (m^6^A) is the most prevalent modification within the eukaryotic mRNA (16). Through regulating various aspects of RNA metabolisms, such as degradation and translation (17, 18, 19), m^6^A plays crucial roles in physiological processes including embryonic development and cellular differentiation (20, 21, 22, 23). Recently, several studies have contributed to a more detailed depiction of m^6^A landscape during early mouse embryonic development, particularly highlighting the dynamic m^6^A alteration during the maternal-to-zygotic transition (24, 25, 26). In zebrafish, YTHDF2 specifically binds to certain m^6^A-modified maternal transcripts and promotes their degradation and its absence causes developmental defects (27). At present, few studies have focused on the roles of m^6^A in the regulation of 2C-like states in ESCs. As the unique nuclear m^6^A YTH reader protein, YTHDC1 suppresses the DUX-dependent 2C-like state through binding to m^6^A-modified transcripts of retrotransposons and subsequent chromatin modulation. As a result, knockout of *Ythdc1* or the m^6^A writer gene *Mettl3* induces the expression of 2C genes and 2C-like state transition (22, 28, 29). A very recent study suggests that the m^6^A-binding protein IGF2BP2 may control ESCs-to-2CLCs transition, as inhibition of IGF2BP2 by small molecule CW1-2 results in increased expression of 2C-related transcripts and expanded population of 2CLCs (30). However, the functional roles of cytoplasmic YTH readers in the regulation of 2C-like fate decisions remain elusive.

Here, we reveal the dynamic m^6^A landscape during DUX-induced reprogramming of ESCs into a 2C-like state by taking advantage of m^6^A sequencing. Notably, we identify the m^6^A reader protein YTHDF2 as a crucial suppressor of the 2C-like state. Depletion of YTHDF2 induces the activation of the 2C transcription program *via* both m^6^A and the DUX-ZSCAN4 regulatory circuitry. We further reveal that CNOT1 is potentially involved in YTHDF2-mediated stability of core 2C transcripts. Our findings highlight the importance of m^6^A in the regulation of the 2C-like reprogramming, providing crucial insights into epitranscriptomic modulation of the totipotent-like fate decision in mouse ESCs.

## Results

### Dynamic m^6^A profiles during 2C-like reprogramming

RNA m^6^A modification plays crucial roles in a variety of biological processes. To elucidate the potential crosstalk between m^6^A and 2C-like reprogramming, we utilized the stable 2C-tdTomato transgenic mouse ESCs, which harbor both doxycycline (Dox)-inducible *Dux* transgene and *Mervl* promoter-driven tdTomato transgene (31). In this system, Dox treatment induced the expression of *Dux* and 2C-stage specific genes, facilitating the robust transition of ESCs to 2CLCs (Figs. 1*A* and S1). We initially examined the methylation state using m^6^A dot blotting. Unexpectedly, Dox treatment appeared to trigger an upregulation of RNA m^6^A levels (Fig. 1*B*). To systemically evaluate the global methylome during Dux-driven 2C-like reprogramming, we performed methylated RNA immunoprecipitation sequencing (m^6^A-seq) using cells treated with either DMSO or Dox. Consistent with previous studies, m^6^A sites were predominantly located in CDS and 3′UTR, with a notable enrichment near the stop codon (Figs. 1*C* and S2*A*). The canonical m^6^A motif, DRACH (D = A, G, or U; R = A or G; H = A, C, or U) was enriched in m^6^A peaks under both treatment conditions (Fig. S2*B*). In total, we identified 17,134 m^6^A peaks within 6068 transcripts for the DMSO group, and 12,002 m^6^A peaks within 4867 transcripts for the Dox group (Fig. S2, *C* and *D*). The m^6^A targets in DMSO and Dox groups were mainly enriched in the mRNA processing and ribonucleoprotein complex biogenesis pathways (Fig. S2*E*). Intriguingly, Dox-treated cells shared a substantial portion of methylated transcripts with 2-cell embryos (Fig. S2*F*). Remarkably, different m^6^A peak analyses revealed a total of 2639 differential m^6^A peaks distributed across 2060 genes, of which 2188 peaks distributed across 1688 transcripts were significantly upregulated (Fig. S2*G*), and 451 peaks distributed across 372 transcripts were substantially downregulated (Fig. S2*H*).

**Figure 1:**
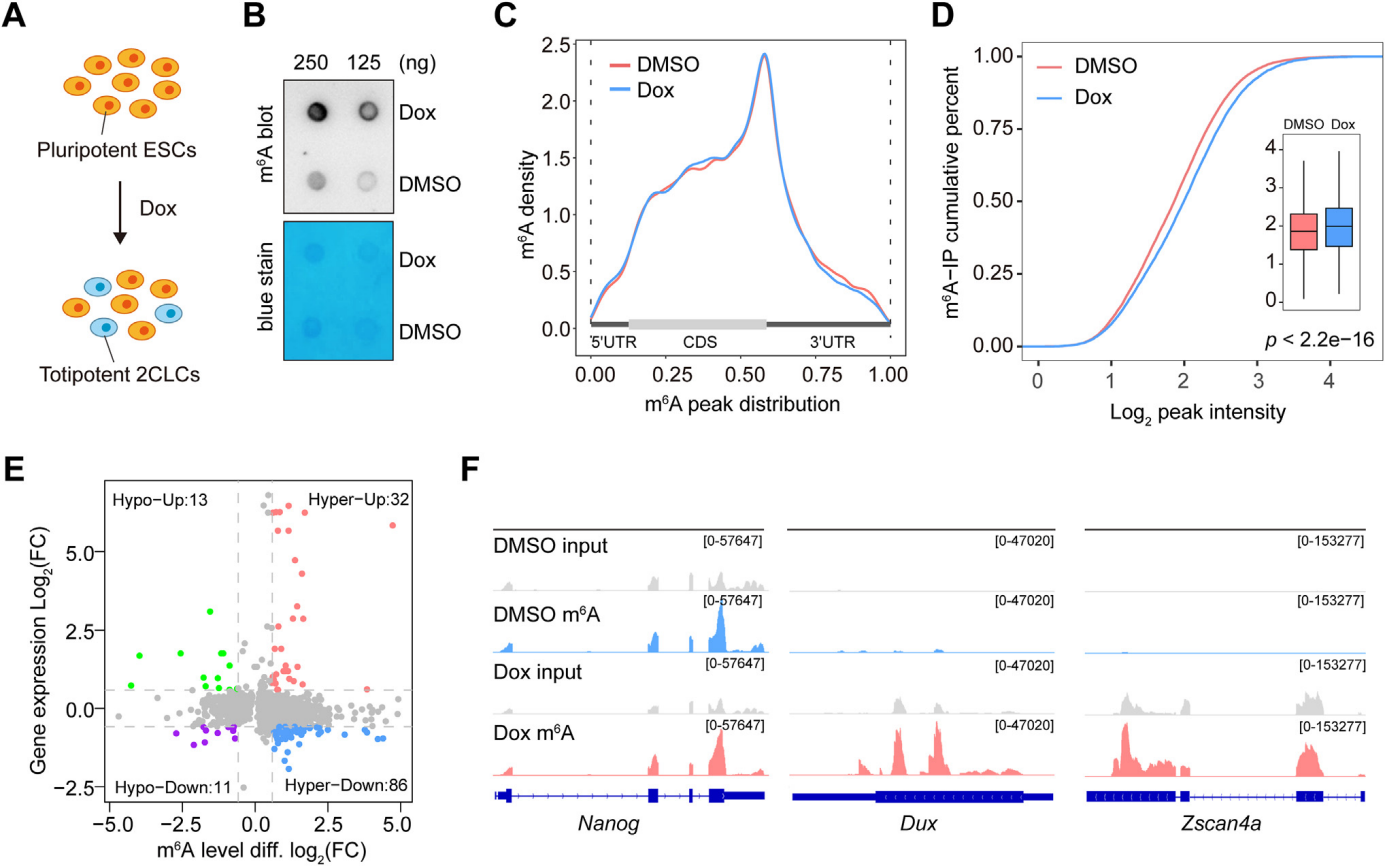
**Dynamic profiles of m^6^A modification during 2C-like reprogramming.***A*, a schematic representation of the inducible 2C-tdTomato system. Dox treatment induces the expression of exogenous *Dux*, robustly elevating the population of 2C-tdTomato-positive cells (2CLCs). *B*, dot blot analysis of m^6^A levels in ESCs treated with Dox or DMSO. Methylene blue staining is used as the loading control. *C*, the m^6^A distribution across the transcriptome of cells treated with Dox or DMSO. *D*, the cumulative distribution showing m^6^A peak intensity of cells treated with Dox or DMSO. *E*, four-quadrant chart analysis showing the distribution of transcripts with a significant change in both m^6^A levels and expression after Dox treatment (fold change > 1.5, *p* < 0.05). *F*, genome browser view of representative regions showing m^6^A peak density of *Nanog*, *Dux*, and *Zscan4a* in cells treated with Dox or DMSO.

We then closely examined the m^6^A dynamics during 2C-like reprogramming. Consistent with the dot blotting assay, an obvious increase in global m^6^A methylation levels was observed upon Dox treatment (Fig. 1*D*). Integrative analysis of m^6^A-seq and RNA-seq data revealed four distinct groups: 118 hyper-methylated transcripts that were significantly up-regulated (hyper-up; n = 32) or down-regulated (hyper-down; n = 86), as well as 24 hypo-methylated transcripts that were significantly up-regulated (hypo-up; n = 13) or down-regulated (hypo-down; n = 11) (Fig. 1*E*). Consistent with previous studies (21, 22), the pluripotent transcript *Nanog* exhibited evident m^6^A peaks particularly near stop codon. Notably, the 2C-specific transcripts such as *Dux*, and *Zscan4a* were also heavily methylated in the form of m^6^A (Fig. 1*F*). Collectively, these results indicate that 2C-like reprogramming signal induces a global reshaping of the cellular mRNA methylome, suggesting a potential role of m^6^A in the regulation of the 2C-like state in ESCs.

### Depletion of YTHDF2 promotes the 2C-like transition dependently of m^6^A

m^6^A generally exerts cellular functions by recruiting its binding effectors. YTHDF family proteins have been identified as primary cytoplasmic m^6^A reader proteins (32). To explore the role of YTHDFs in the regulation of the 2C transcriptional program, we initially created stable *Ythdf*-deficient ESCs harboring *MERVL* promoter-driven tdTomato transgene using a lentiviral shRNA knockdown (KD) system. As shown in Figs. 2*C* and S3*A*, both mRNA and protein expression of *Ythdfs* were substantially decreased in *Ythdf-*KD cells. We next examined the 2C-like status of individual *Ythdf-*KD cells by flow cytometry. Compared to control cells, *Ythdf1*-KD and *Ythdf3*-KD cells showed negligibly altered and slightly reduced percentages of tdTomato-positive cells, respectively. Notably, the depletion of YTHDF2 resulted in a robust increase in the population of cells expressing 2C-tdTomato (Figs. 2, *A* and *B* and S3*B*). Consistent with the phenotype, *Ythdf2-*KD cells exhibited increased protein levels of MERVL-gag, DUX, and ZSCAN4, as well as significantly elevated expression of 2C-signature genes including *Dux*, *Zscan4a*, *Zscan4c*, *Usp17la*, and *MERVL*, compared to control cells (Fig. 2, *C* and *D*). Interestingly, the knockdown of *Ythdf2* also led to reduced gene expression of pluripotent factors (*Nanog*, *Sox2*, and *Pou5f1*) (Fig. S3*C*). To validate the effects of YTHDFs on the expression of 2C genes, we designed synthetic small interfering RNAs (siRNAs) to target individual *Ythdf* for interference. Again, the depletion of YTHDF2 rather than YTHDF1 or YTHDF3 resulted in robustly increased protein levels of MERVL-gag, DUX, and ZSCAN4 (Fig. S3*D*). We further independently confirmed the role of YTHDF2 in the regulation of 2C program by designing two distinct siRNAs targeting *Ythdf2*. Transfection of these siRNAs resulted in a dramatic reduction of YTHDF2 expression, and obviously increased mRNA and protein expression of *Dux*, *Zscan4,* and *MERVL* (Fig. 2, *E* and *F*). These results indicate that deficiency of YTHDF2 facilitates the 2C-like reprogramming in ESCs.

**Figure 2:**
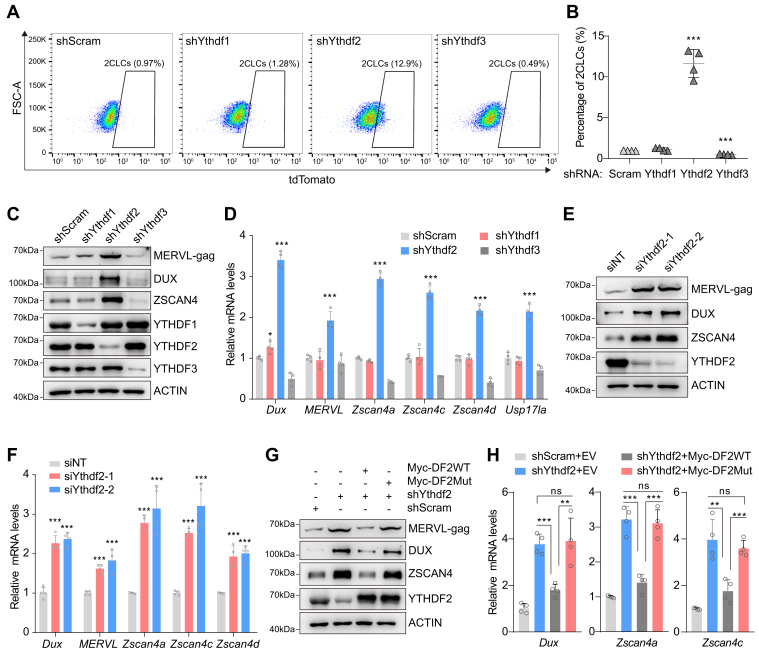
**Silencing of YTHDF2 promotes the 2C-like transition in a m^6^A-dependent manner**. *A*, Flow cytometry analysis showing the percentage of 2C-tdTomato-positive cells in *Ythdf*-KD and control ESCs. *B*, quantification of the percentage of 2C-tdTomato-positive cells in *Ythdf*-KD and control ESCs from four biologically independent experiments. *C*, Western blotting showing the expression of YTHDFs and 2C-related proteins in *Ythdf*-KD and control ESCs. *D*, detection of 2C gene expression by RT-qPCR in *Ythdf*-KD and control ESCs. *E*, Western blotting shows the expression of YTHDF2 and 2C-related proteins in cells transfected with siRNAs targeting *Ythdf2* or non-targeting siRNA (NT) as a control. *F*, detection of 2C gene expression by RT-qPCR in cells transfected with siRNAs targeting *Ythdf2* or non-targeting siRNA (NT) as a control. *G*, Western blotting showing the expression of YTHDF2 and 2C-related proteins in *Ythdf2*-KD cells transfected with genes encoding wild-type or m^6^A-binding mutant form of YTHDF2. *H*, detection of 2C gene expression by RT-qPCR in *Ythdf2*-KD cells transfected with genes encoding wild-type or m^6^A-binding mutant form of YTHDF2. Error bars, mean + SD; ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, unpaired two tailed *t* test; *n* = 4 independent experiments.

YTHDF proteins utilize YTH domains to recognize m^6^A marks and regulate target gene expression. To assess whether the m^6^A binding function of YTHDF2 was critical to the regulation of the 2C program, we rescued *Ythdf2-*KD cells with either wild-type or m^6^A binding mutant YTHDF2 constructs. Notably, the wild-type form rather than the mutant form rescued the increased expression levels of 2C-signature genes upon YTHDF2 depletion (Fig. 2, *G* and *H*). Taken together, these findings support the m^6^A-dependent role of YTHDF2 in the repression of the 2C-like state.

### Silencing of YTHDF2 upregulates the 2C program

To elucidate the role of YTHDF2 in the regulation of 2C-like reprogramming, we investigated the transcriptomic landscape in control and *Ythdf2-*KD ESCs. Two independent replicates showed a high Pearson correlation, indicating the reproducibility and reliability of RNA-seq datasets (Fig. S4*A*). In total, YTHDF2 knockdown induced significant downregulation of 396 genes and upregulation of 506 genes, including classic 2C-signature transcripts such as *Dux*, *Usp17la*, and *Zscan4* family genes (Fig. 3*A*). Notably, the increased expression of the MERVL family of endogenous retroviruses (MERVL-int and MT2_Mm) was also observed in *Ythdf2-*KD cells (Fig. S4*B*). GO analysis revealed that both significantly upregulated and downregulated genes were enriched in the pathways of cell differentiation and multicellular organism development (Figs. 3*B* and S4*C*). A close inspection of the upregulated genes revealed that they were highly expressed at 2-cell stages relative to all other developmental stages (Fig. 3*C*). In agreement with the role of YTHDF2 in the regulation of the 2C-like state in ESCs, 2C genes were significantly upregulated in *Ythdf2-*KD cells, revealed by gene set enrichment analysis (GSEA) (Fig. 3*D*). These observations suggest that YTHDF2 modulates the 2C program in transcriptome-wide.

**Figure 3:**
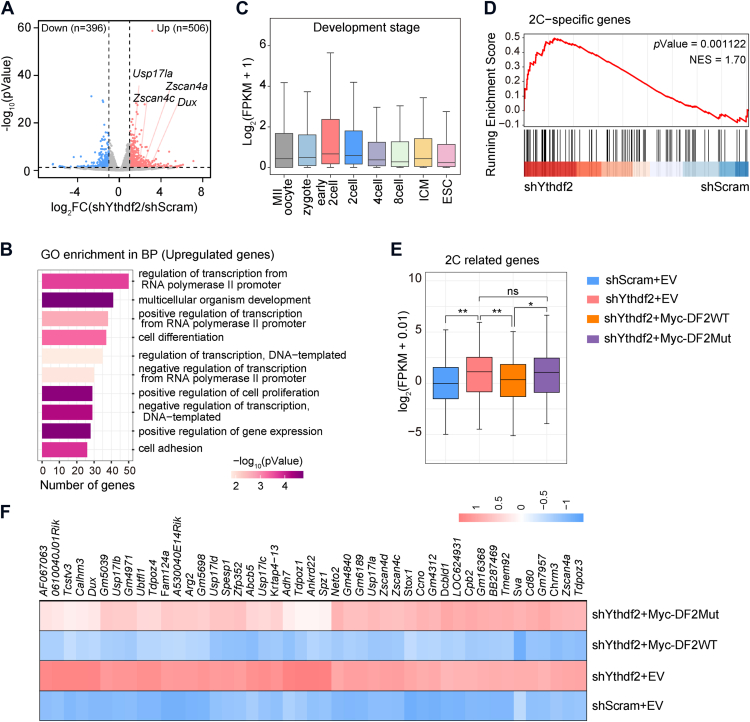
**Depletion of YTHDF2 upregulates the 2C-like transcriptome**. *A*, Volcano plots showing differentially expressed genes in response to YTHDF2 depletion. Upregulated genes (fold change > 2, *p* < 0.05) are marked in *red*, while downregulated genes (fold change < 0.5, *p* < 0.05) are marked in *blue*. *B*, GO analysis of the biological pathways enriched by upregulated genes upon YTHDF2 depletion. *C*, expression of upregulated genes in *Ythdf2*-KD ESCs at different preimplantation mouse embryo stages (GSE66582). *D*, GSEA using the 2-cell signature genes defined in (GSE33923) to compare *Ythdf2*-KD ESCs with control ESCs. *E*, Box plot showing the expression of 2C-related genes in *Ythdf2*-KD cells transfected with genes encoding wild-type or m^6^A-binding mutant form of YTHDF2. Significance (∗*p* < 0.05, ∗∗*p* < 0.01) was calculated with an unpaired two-tailed Student's *t* test. *F*, Heatmap showing the upregulation of many 2C-related genes in *Ythdf2*-KD cells rescued by wild-type rather than m^6^A-binding mutant form of YTHDF2.

We next investigate whether m^6^A binding activity is required for the YTHDF2-suppressed 2C program. The genes associated with the 2C program were identified and utilized based on previously published datasets (3, 29). Notably, we observed a significant upregulation of these 2C-related genes in *Ythdf2-*KD cells. Importantly, only the wild-type form of YTHDF2, but not its mutant variant, was able to efficiently rescue the elevated expression of these genes upon YTHDF2 depletion (Fig. 3, *E* and *F*). Collectively, these findings further suggest that YTHDF2 represses the 2C-like program in an m^6^A-dependent manner.

### YTHDF2 binds with core 2C transcripts and modulates their stability

Acting as a m^6^A reader protein, YTHDF2 exerts cellular functions through direct recruitment of m^6^A-containing transcripts (17). The target transcripts of YTHDF2 have been identified under multiple cellular conditions, while its direct targets in the 2C program are yet to be determined. We therefore tended to capture the YTHDF2-binding targets in DUX-activated ESCs using RNA immunoprecipitation sequencing (RIP-seq). The results revealed that 3732 transcripts were pulled down by YTHDF2 (Fig. 4*A*). GO analysis revealed that these genes were enriched in the biological processes of transcription regulation and multicellular organism development (Fig. S5*A*). Using the Kyoto Encyclopedia of Genes and Genomes (KEGG) database, we found that the Hippo signaling pathway and signaling pathways regulating pluripotency of stem cells emerged as the primary enriched process for YTHDF2 target genes (Fig. S5*B*). As expected, transcripts bound by YTHDF2 exhibited greater mRNA expression compared with non-target mRNAs in response to YTHDF2 depletion (Fig. S5*C*).

**Figure 4:**
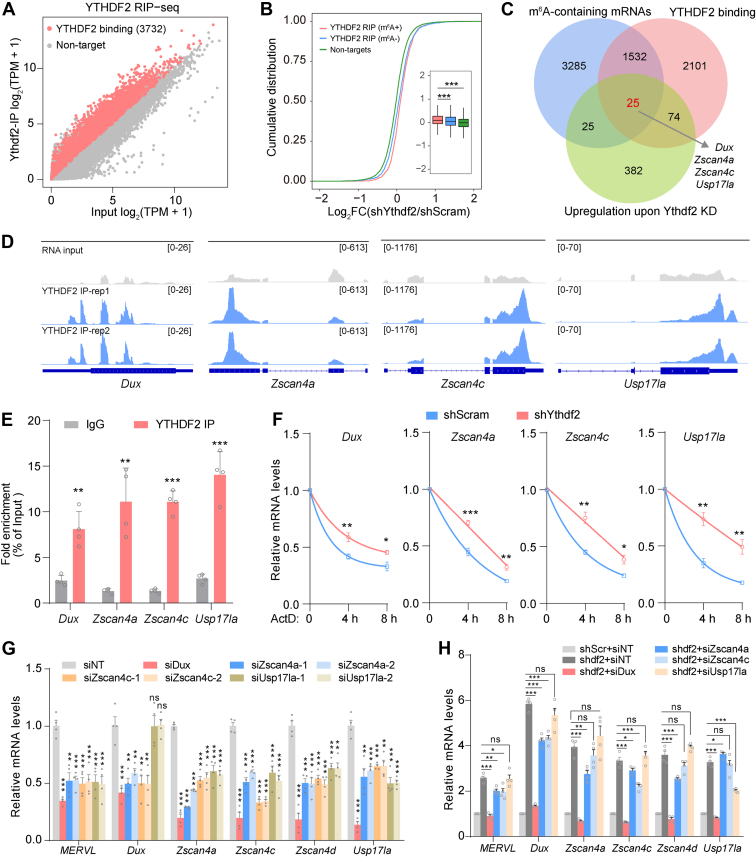
**YTHDF2 binds with key 2C transcripts and facilitates their decay**. *A*, scatter plot showing the normalized sequencing reads of RNA isolated from YTHDF2 IP or total RNA. *Red* dots represent enriched RNAs bound by YTHDF2 (fold change >2, *p* < 0.05), while the *grey* dots represent background RNAs. *B*, cumulative distribution of changes in transcript levels for YTHDF2 target mRNAs with m^6^A [YTHDF2 RIP (m^6^A+)], YTHDF2 target mRNAs without m^6^A [YTHDF2 RIP (m^6^A-)] and non-target mRNAs [Nontargets] between shScramble and shYthdf2. *C*, Venn diagram showing the overlap of transcripts identified by MeRIP-seq, YTHDF2-RIP-seq, and RNA-seq datasets. *D*, genome browser view of YTHDF2-binding transcripts *Dux*, *Zscan4a*, *Zscan4c*, and *Usp17la*. *E*, detection of YTHDF2-bound transcripts by YTHDF2 immunoprecipitation followed by RT-qPCR. *F*, detection of *Dux*, *Zscan4a*, *Zscan4c* and *Usp17la* transcript levels in *Ythdf2*-KD ESCs and control ESCs following treatment with the transcription inhibitor actinomycin D (ActD) for 0 h, 4 h, and 8 h. *G*, detection of the expression of indicated 2C genes by RT-qPCR in cells transfected with non-targeting siRNA (NT) or siRNAs targeting *Dux*, *Zscan4a*, *Zscan4c* and *Usp17la*. *H*, detection of the expression of indicated 2C genes by RT-qPCR in *Ythdf2*-KD cells transfected with non-targeting siRNA (NT) or siRNAs targeting *Dux*, *Zscan4a*, *Zscan4c* and *Usp17la*. The datasets were normalized relative to the control group (shScr + siNT). Error bars, mean + SD; ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, unpaired two tailed *t* test; *n* = 4 independent experiments.

Given the function of YTHDF2 in promoting the degradation of m^6^A-containing transcripts, we further cataloged the transcripts into three groups: non-targets, YTHDF2 RIP (m^6^A+), and YTHDF2 RIP (m^6^A-). Compared with non-targets, a noticeable increase of mRNA levels was observed in shYthdf2 cells for YTHDF2 targets both with and without m^6^A modifications. Intriguingly, among YTHDF2 targets, the transcripts with m^6^A (m^6^A+) exhibited more increased expression than those without m^6^A (m^6^A-) in response to YTHDF2 deficiency (Fig. 4*B*), further confirming the m^6^A-dependent role of YTHDF2 in mediating mRNA stability. To search for the potential direct targets of YTHDF2 in the regulation of 2C-like reprogramming, we performed the integrative analysis of the m^6^A-seq, RIP-seq, and RNA-seq datasets. In total, we identified an overlap of 25 transcripts, including 2C-specific genes such as *Dux*, *Zscan4a*/*c*, and *Usp17la* (Fig. 4*C*). Indeed, YTHDF2 binding peaks were significantly enriched in these transcripts (Fig. 4*D*). Independent validation by RIP-qPCR further revealed that YTHDF2 is directly bound with the *Dux*, *Zscan4a*/*c*, and *Usp17la* transcripts (Fig. 4*E*).

To elucidate the molecular mechanisms underlying how YTHDF2 regulates the expression of 2C transcripts, we initially confirmed the methylation status of *Dux*, *Zscan4a*/*c*, and *Usp17la* by m^6^A-RIP-qPCR. As shown in Fig. S5*D*, these transcripts were obviously methylated by m^6^A regardless of Dox treatment. To investigate whether YTHDF2 modulates the stability of *Dux*, *Zscan4a*/*c*, and *Usp17la* transcripts, we performed the mRNA decay assay after treatment with the transcription inhibitor actinomycin D (ActD). We found that the depletion of YTHDF2 significantly stabilized these 2C-specific transcripts (Fig. 4*F*). Collectively, the findings indicate that YTHDF2 binds m^6^A-modified *Dux*, *Zscan4a*/*c*, and *Usp17la* mRNAs to facilitate their decay, as a result, the absence of YTHDF2 increases their expression and subsequent 2C transcriptional program.

DUX and ZSCAN4C have been identified to activate 2C transcriptional program, facilitating 2C-like transition (7, 33). However, the functional roles of the other two YTHDF2 target genes, *Zscan4a* and *Usp17la*, in this process remain unclear. To examine the role of the above factors in the regulation of the 2C program, we designed siRNAs to interfere with the expression of individual genes. As expected, the silencing of DUX or ZSCAN4C resulted in a significant reduction in the expression levels of 2C genes, including *MERVL*, *Zscan4a*/*d, and Usp17la*. Similar to ZSCAN4C, knockdown of *Zscan4a* also downregulated the expression of *MERVL*, *Zscan4d*, and *Usp17la* (Fig. 4*G*). However, silencing of USP17LA led to an obvious decrease in the expression of *MERVL* and *Zscan4*, but not *Dux*, suggesting the existence of a positive feedback loop between DUX and ZSCAN4 in the regulation of 2C transcript expression, rather than involving USP17LA. To explore the interplay between *Dux*, *Zscan4*, and *Usp17la* in the regulation of the YTHDF2-suppressed 2C program, we silenced each gene in *Ythdf2-*KD ESCs. Depletion of DUX, other than USP17LA, fully reversed the upregulation of *MERVL*, *Zscan4a*, *Zscan4c*, and *Zscan4d* transcripts caused by YTHDF2 deficiency (Fig. 4*H*). While silencing of ZSCAN4A or ZSCAN4C partially complemented the upregulation of these genes caused by the depletion of YTHDF2. Altogether, these findings support a model in which YTHDF2 relies on both m^6^A and DUX-ZSCAN4 feedback circuits to repress the 2C-like program.

### Depletion of the YTHDF2-interacting factor CNOT1 drives the 2C-like state

The cytosolic m^6^A reader YTHDF2 has been shown to recruit regulatory factors to mediate mRNA degradation. In particular, YTHDF2 regulates the deadenylation and subsequent decay of m^6^A-containing RNAs through direct interaction with CNOT1, the major subunit of the CCR4-NOT complex (34). HRSP12 associates with YTHDF2 and RNase P/MRP to form a ternary complex, eliciting endoribonucleolytic cleavage of m^6^A-modified linear and circular RNAs (35). A recent study revealed that UPF1 interacts with YTHDF2 and triggers nonsense-mediated mRNA decay (36). To further gain insights into the regulatory mechanisms underlying YTHDF2-mediated stability of target 2C transcripts, we tended to investigate the effect of the above RNA decay factors on the 2C gene expression and 2C-like reprogramming. We designed a panel of siRNAs to individually target *Upf1*, *Hrsp12*, and *Cnot1* for expression interference. Of note, only the silencing of *Cnot1* led to in significant increase in the population of cells expressing 2C-tdTomato (Figs. 5*A* and S6*A*). Consistently, depletion of CNOT1 rather than UPF1 or HRSP12 resulted in dramatic upregulation of ZSCAN4 (Fig. S6*B*), suggesting that depletion of CNOT1 drives the 2C-like state in ESCs. We further confirmed the interaction between YTHDF2 and CNOT1 in ESCs. Indeed, endogenous YTHDF2 readily pulled down the CNOT1 subunit of the CCR4-NOT complex (Fig. S6*C*).

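RNA-seq was compared between mouse ESCs transfected with an siRNA against Cnot1 (siCnot1) and ESCs transfected with a non-targeting siRNA (siNT), with 2 biological replicates per group and 4 libraries in all. ESCs are pluripotent cells derived from the inner cell mass of the blastocyst, and CNOT1 is the scaffold of the CCR4-NOT complex, which removes poly(A) tails from mRNAs. The siRNA was used at 150 nM and the cells were collected 48 h after transfection. The authors made poly(A)+ libraries, sequenced them on the Illumina NovaSeq platform and deposited the number of reads counted on each gene, without normalization. The paper's text does not name the aligner, the counting program or the genome build for these libraries. The deposited gene positions are those of GRCm39. Counts on genes totalled 32308326 and 32557440 in the siNT replicates and 32135824 and 32448237 in the siCnot1 replicates, so depth was similar in the groups. The table lists 50559 genes, of which 30308 had at least 1 count and 18144 had enough counts to be tested under edgeR's filterByExpr. The counts were scaled by edgeR's TMM method and compared with its quasi-likelihood test, with Benjamini-Hochberg adjustment over the genes tested. Standard errors of log2 fold changes were computed as the log2 fold change divided by the square root of the test's F statistic. The biological coefficient of variation was 0.0721. Pearson's r of log2 CPM (counts scaled to library size) was 0.988 between the siNT replicates and 0.989 between the siCnot1 replicates, and lay between 0.976 and 0.977 for pairs of libraries from different groups. These correlations are across genes, which are not independent replicates. The TMM factors were 0.964 and 0.963 in siNT and 1.04 and 1.03 in siCnot1, so that scaling by library totals alone in place of TMM raised the median log2 fold change of the tested genes from 0.0084 to 0.12. The paper lists 2 siRNAs against Cnot1, and its text does not name which of them was used for these libraries. The sense strand of siCnot1-1, GUUAGAGGCUUACGUUAAA, matches exon 27 of 49 in the Cnot1 coding sequence (GRCm38 chromosome 8, 95745012 to 95745030, minus strand). That of siCnot1-2, GACUACGUGCGAACAGAUA, matches exon 31 (GRCm38 chromosome 8, 95741946 to 95741964). Among GENCODE M21 transcripts, each had an exact match in 1 gene, Cnot1.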

To systemically investigate the transcriptomic changes regulated by CNOT1, we performed RNA-seq for control and *Cnot1-*KD cells. In total, *Cnot1* knockdown induced significant upregulation of 969 genes, including 2C transcripts such as *Zscan4a*, *Zscan4c*, and *Usp17la* (Fig. 5*B*). 

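Cnot1 itself (GRCm39 chromosome 8, 96445559 to 96534741, minus strand) fell from 949 ± 51.7 normalized CPM (SD, n = 2) in siNT to 188 ± 5.14 (SD, n = 2) in siCnot1, 19.8% of the control level. Its log2 fold change was -2.33 (standard error 0.0587, adjusted p = 2.37e-18 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the smallest adjusted p of the genes tested. At the paper's thresholds, an unadjusted p of at most 0.05 and an absolute log2 fold change of at least 1, edgeR called 1121 genes higher and 326 lower in siCnot1. The paper used DESeq2, which at the same thresholds gave 911 higher and 275 lower genes here. Of the 1121, 881 also had an adjusted p under 0.05 in edgeR's quasi-likelihood test. The higher genes were mostly low in control cells, with a median of 0.608 CPM in siNT against 11.4 for all tested genes, and 717 of them were under 1 CPM in siNT. The alternative that moved the number of higher genes most was a filter of at least 1 CPM in 2 libraries, which gave 729. Without a fold change threshold, 2719 genes were higher and 2668 lower at an adjusted p under 0.05, a balance that depended on the scaling, since library totals in place of TMM gave 3999 higher and 1563 lower; without a filter on low counts the numbers were 1303 and 1450. With the replicate number as a block, 1077 genes were higher and 323 lower at the paper's thresholds, and the deviations of same-numbered libraries from their group means had a correlation of 0.011 across 18144 genes.
Zscan4a (GRCm39 chromosome 7, 10528168 to 10532992) rose from 18.9 ± 2.43 to 42.2 ± 0.199 normalized CPM (SD, n = 2 per group), a log2 fold change of 1.16 (standard error 0.103, adjusted p = 1.79e-08 from the edgeR test). For Zscan4c (chromosome 7, 10739672 to 10744474) the level changed from 11.5 ± 0.369 to 29.0 ± 1.31 (SD, n = 2 per group), a log2 fold change of 1.33 (standard error 0.111, adjusted p = 6.44e-09 from the edgeR test). Usp17la (chromosome 7, 104506223 to 104511874) had 6.21 ± 1.14 in siNT and 19.5 ± 2.32 in siCnot1 (SD, n = 2 per group), a log2 fold change of 1.65 (standard error 0.148, adjusted p = 1.77e-08 from the edgeR test). With each replicate left out in turn, the log2 fold change stayed between 1.03 and 1.29 for Zscan4a, between 1.28 and 1.38 for Zscan4c and between 1.48 and 1.85 for Usp17la, as values with no test. Zscan4 and Usp17l genes are near-identical paralogs, so the split of reads among members is uncertain.

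**Figure D1:**
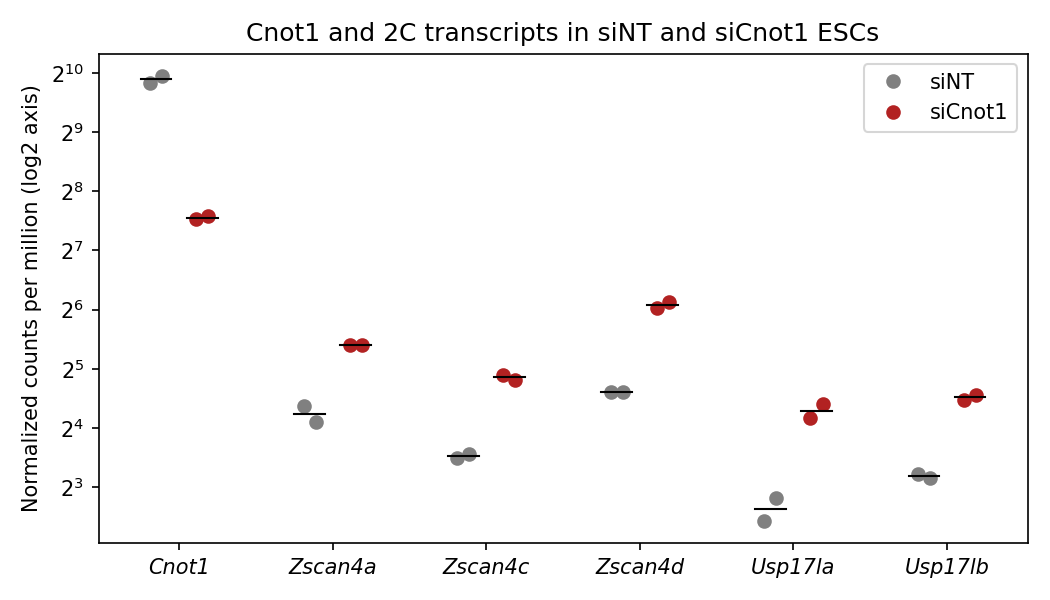
Normalized CPM (log2 axis) of Cnot1 and of 5 2C transcripts in each siNT library (grey) and each siCnot1 library (red), with the group mean as a line (n = 2 per group). Cnot1 is lower in both siCnot1 libraries, and the Zscan4 and Usp17l transcripts are higher in both.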

Further analysis of these upregulated genes showed that they were enriched in the pathways of multicellular organism development, and expressed highly at the 2-cell stage compared to other developmental stages (Figs. 5*C* and S6*D*). 

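The gene set used for the paper's GSEA is a 2-cell signature of another study that the paper's text does not list. The 45 2C-related genes named in Fig. 3F were therefore examined in its place. The paper took its 2C-related genes from published datasets, but Fig. 3F displays them for their rise after Ythdf2 knockdown. Whether they were picked for that response is not stated, so the list may not be a neutral 2-cell signature. Among the 45, 40 had enough counts to be tested, 39 were higher in siCnot1 and 1 was lower, with a median log2 fold change of 1.16 and a range from -0.019 to 2.33. An adjusted p under 0.05 over all genes, from edgeR's quasi-likelihood test, was reached by 27 of the 40, all higher, and the number was also 27 when p was adjusted over the list alone. The largest rise was in Gm5698, from 0.591 ± 0.427 to 3.00 ± 0.737 normalized CPM (SD, n = 2 per group), and the only lower value was that of 0610040J01Rik, which did not differ (adjusted p = 0.97 from edgeR) and was above 0 with upper-quartile scaling or library totals. Of the 45 genes, 8 are also among the YTHDF2-target transcripts of Fig. 5H. As a set, the genes moved up relative to the other tested genes (limma's camera with an inter-gene correlation of 0.01, two-sided, adjusted p = 3.85e-21 over this list and the transcripts of Fig. 5H). With the replicate block, the median was 1.18 (adjusted p = 4.64e-22 from limma's camera) and 27 genes passed. A preranked enrichment test on the log2 fold change, which draws random gene sets (fgsea), gave a normalized enrichment score of 2.31. None of 10000 random lists matched on mean expression had a median as high, and 95% of those medians lay between -0.091 and 0.29.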

Consistent with the role of CNOT1 in the negative regulation of 2C-like state, GSEA revealed that 2C genes were significantly upregulated in *Cnot1-*KD cells (Fig. 5*D*). We further independently confirmed the role of CNOT1 in the suppression of 2C gene expression by designing two distinct siRNAs. Transfection of both siRNAs consistently upregulated the expression of *MERVL*, *Dux*, and *Zscan4* genes, as well as increased the population of 2CLCs (Figs. 5*E* and S6, *E* and *F*). These data indicate that depletion of CNOT1 facilitates the expression of 2C-related transcripts and 2C-like transition. 

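In the RNA-seq libraries, Zscan4d (GRCm39 chromosome 7, 10895570 to 10900075) had 24.3 ± 0.129 normalized CPM in siNT and 67.8 ± 3.13 in siCnot1 (SD, n = 2 per group), a log2 fold change of 1.48 (standard error 0.0873, adjusted p = 4.58e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Because Zscan4a to Zscan4f share reads, their counts were also summed. The sum was 2212 and 2206 counts in the siNT replicates and 6313 and 6403 in the siCnot1 replicates, a log2 fold change of 1.42 (standard error 0.0617, adjusted p = 1.94e-13 from the edgeR test). With the replicate block the log2 fold change of the sum was also 1.42 (adjusted p = 5.61e-11 from edgeR). The sum does not depend on how reads were split among the 6 members. Usp17lb (chromosome 7, 104489464 to 104491790) had a log2 fold change of 1.33 (standard error 0.12, adjusted p = 2.01e-08 from edgeR). The Dux primers of Table S1 match transcripts of Duxf3, AW822073 and Gm19459, and Duxf3 was taken as Dux (GRCm39 chromosome 10, 58064887 to 58070140). Duxf3 had 5 and 0 counts in the siNT replicates and 4 and 17 in the siCnot1 replicates, too few to pass the filter on low counts. In the same test without the filter its log2 fold change was 1.91 (standard error 1.38, adjusted p = 0.516 from edgeR), so no change in Dux was detected. AW822073 and Gm19459 are not listed in the count table, and whether reads shared among Dux copies went uncounted was not tested. MERVL, a repeat, was not analysed here. From these RNA-seq data together with RT-qPCR and the share of 2C-tdTomato-positive cells, the paper concludes that loss of CNOT1 favours 2C-related transcripts and the 2C-like transition.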

We next investigated the regulatory role of YTHDF2 and CNOT1 in the modulation of the 2C-like state. Upon depletion of CNOT1, YTHDF2-bound mRNAs exhibited elevated expression levels compared to non-target mRNAs (Fig. 5*F*), suggesting a cooperative mechanism between YTHDF2 and CNOT1 in regulating YTHDF2-targeted transcripts. We previously identified 25 2C-related genes as key targets for YTHDF2 (Fig. 4*C*). 

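The 25 YTHDF2-target transcripts shown in Fig. 5H were measured in the siCnot1 and siNT libraries; the Ythdf2-KD libraries were not analysed here. The 24 transcripts with enough counts to be tested had log2 fold changes from 0.006 to 2.32, with a median of 1.01, and all 24 values were above 0. Of these, 21 had an adjusted p under 0.05 from edgeR's quasi-likelihood test, whether p was adjusted over all genes or over the list alone, and 13 rose at least 2-fold. Among the 21, Gm36718 and H1f2 did not pass without the filter on low counts (adjusted p = 0.104 and 0.168 from edgeR). The largest rise was in Tmem92 (log2 fold change 2.32, standard error 0.17, adjusted p = 1.11e-09 from edgeR). Lrrn2 did not differ between the groups (log2 fold change 0.006, standard error 0.136, adjusted p = 0.982 from edgeR), and its sign depended on the setting. Amz1 and AF067061 were higher by less than the replicate error could separate (adjusted p = 0.419 and 0.449 from edgeR). The remaining transcript, Dux, was below the filter on low counts. As a set the transcripts moved up relative to the other tested genes (adjusted p = 2.35e-25 from limma's camera), and with the replicate block the median was 1.02 (adjusted p = 1.87e-26 from limma's camera) and 21 transcripts passed. Leaving out each replicate in turn gave medians between 0.86 and 0.98. When multicopy families were counted once, the median was 0.94 over 22 transcripts. On the scale of Fig. 5G, the median of log2(FPKM + 0.01) over the 25 transcripts was 1.72 and 2.02 in the siNT replicates and 2.82 and 3.05 in the siCnot1 replicates, with means of 1.87 ± 0.216 and 2.93 ± 0.167 (SD, n = 2 per group). FPKM was computed from the deposited counts, the listed gene lengths and the total counts on genes.

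**Figure D2:**
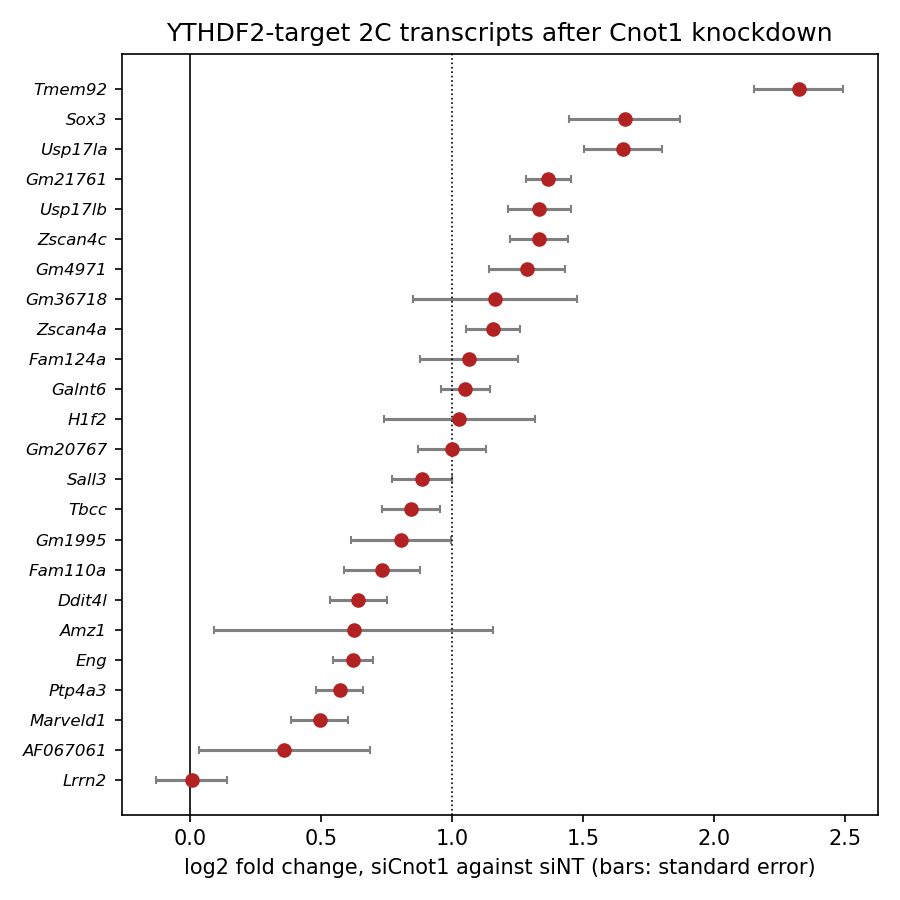
Log2 fold change between siCnot1 and siNT (horizontal axis) of the 24 tested YTHDF2-target transcripts (vertical axis), with the standard error as bars and a dotted line at a log2 fold change of 1. Values run from 0.006 for Lrrn2 to 2.32 for Tmem92.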

Notably, these genes showed consistent upregulation in *Ythdf2-*KD and *Cnot1-*KD cells (Fig. 5, *G* and *H*). Based on these observations, we conclude that YTHDF2 could collaborate with CNOT1 to suppress the expression of 2C-specific transcripts and the 2C-like state in ESCs.

**Figure 5:**
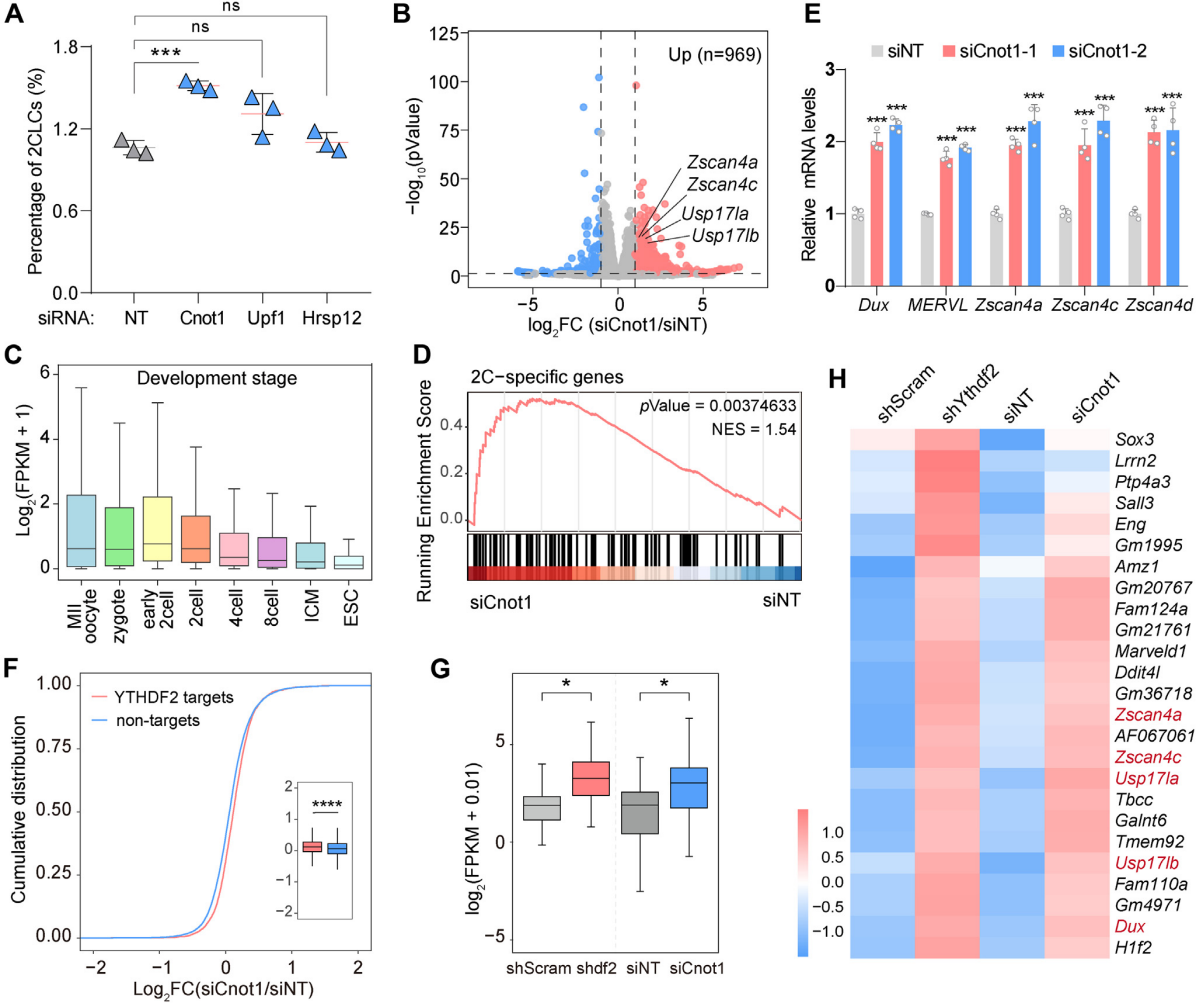
**YTHDF2-interacting factor CNOT1 represses the 2C-like program**. *A*, quantification of the percentage of 2C-tdTomato-positive cells in ESCs transfected with siRNA targeting *Cnot1*, *Upf1*, *Hrsp12* or non-targeting siRNA (NT) as a control from three biologically independent experiments. Error bars, mean ± SD; ∗∗∗*p* < 0.001, unpaired two-tailed *t* test. *B*, volcano plots showing differentially expressed genes in response to CNOT1 depletion. Upregulated genes (fold change > 2, *p* < 0.05) are marked in *red*, while downregulated genes (fold change < 0.5, *p* < 0.05) are marked in *blue*. *C*, expression of upregulated genes in *Cnot1*-KD ESCs at different preimplantation mouse embryo stages (GSE66582). *D*, GSEA using the 2-cell signature genes defined in (GSE33923) to compare *Cnot1*-KD ESCs with control ESCs. *E*, detection of 2C gene expression by RT-qPCR in ESCs transfected with siRNA targeting *Cnot1* or non-targeting siRNA. *F*, cumulative distribution of changes in transcript levels for YTHDF2 target mRNAs (YTHDF2 RIP) and non-target mRNAs (non-targets) between *Cnot1*-KD and control cells. *G*, box plot showing the expression of main YTHDF2-target transcripts (n = 25) in *Ythdf2*-KD, *Cnot1*-KD, and control cells. *H*, heatmap showing the consistent upregulation of YTHDF2-target transcripts (n = 25) in both *Ythdf2*-KD and *Cnot1*-KD cells. Error bars, mean + SD; ∗∗∗*p* < 0.001, unpaired two-tailed *t* test; *n* = 4 independent experiments.

## Discussion

2CLCs are a small fraction of heterogeneous cells found in mouse ESCs under culture conditions. They display a similar transcriptional program as the 2-cell blastomere, capable of generating both embryonic and extra-embryonic tissues (3, 37). DUX is a master transcription factor crucial for driving the expression of a multitude of 2C-specific genes and retrotransposons such as *Zscan4* and *MERVL*, and establishing the 2C-like state (7, 38). The DUX-based inducible 2CLCs model has been extensively used to examine the transcriptional dynamics of the 2C-like transition and identify crucial factors regulating totipotency and the cell state transition process (31, 39). A growing body of evidence has revealed that a set of transcriptional and epigenetic factors are involved in the regulation of 2C-like state in ESCs (9). However, the role of epitranscriptomic factors in this process is still poorly understood.

By taking advantage of the Dox-inducible system, we present the profile of RNA m^6^A dynamics during DUX-driven the transition of pluripotent ESCs to totipotent 2CLCs and reveal an increase of methylation levels transcriptome-wide (Fig. 1, *B* and *C*). Notably, several recent reports have drawn the dynamic landscapes of m^6^A RNA modifications during mouse oocyte maturation and early embryonic development. Particularly, they found that m^6^A exerts an important function in the regulation of maternal-to-zygotic transition (24, 25, 26), highlighting the critical roles of m^6^A-guided post-transcriptional regulation during early embryonic development. In our study, we uncover that a group of vital 2C-signature transcripts such as *Dux* and *Zscan4*, is subject to the modification by m^6^A (Fig. 1*F*). The methylated feature of *Dux* and *Zscan4* implies that m^6^A might have a role in the metabolic modulation of these target transcripts.

YTH domain-containing proteins are primary m^6^A readers that play important roles in the regulation of methylated RNA metabolism (40). While the role of nuclear reader YTHDC1 in the 2C-like program is well established (28, 29), how the cytoplasmic YTH reader in the regulation of this process is poorly understood. Our study identifies YTHDF2 as a critical regulator of the 2C-like state in ESCs. Specifically, silencing of YTHDF2 facilitates the expression of 2C-signature genes and the spontaneous transition of ESCs into the 2C-like state, thereby enhancing the population of 2CLCs (Fig. 2, *A*–*F*). Consistent with the phenotype, transcriptomic analysis reveals that YTHDF2 deficiency triggers the upregulation of a cluster of genes and endogenous retroviruses that are highly expressed at 2-cell stages, such as *Dux*, *Zscan4*, *Usp17la*, and *MERVL* (Figs. 3, *A* and *D* and S4*B*). YTHDF2 has been demonstrated to exert cellular functions through mediating metabolic changes of m^6^A-modified transcripts (32). We show that m^6^A-binding activity is required for YTHDF2-mediated regulation of the 2C-like state, as compared with the wild-type form, the mutation in the YTH domain of YTHDF2 fails to restore the abnormal expression of 2C genes caused by YTHDF2 depletion (Figs. 2, *G* and *H* and 3, *E* and *F*). These observations imply that YTHDF2-suppressed the transition of 2C-like state relies on m^6^A.

YTHDF2 is an RNA-binding protein that specifically recognizes and destabilizes m^6^A-modified transcripts. Integrative analysis of m^6^A-seq, YTHDF2 RIP-seq, and RNA-seq datasets reveals that the crucial 2C transcripts, *Dux*, *Zscan4*, and *Usp17la*, are not only modified by m^6^A, but also bound and regulated by YTHDF2 (Figs. 4, *A*–*E* and S5*D*). We next examine whether YTHDF2 regulates the stability of these target mRNAs. Intriguingly, the silencing of YTHDF2 dramatically retards the decay rate of *Dux*, *Zscan4*, and *Usp17la* transcripts (Fig. 4*F*). Collectively, these findings suggest that YTHDF2 may repress the 2C-like state by targeting and facilitating the degradation of these m^6^A-modified 2C transcripts. Notably, DUX, as a master transcription factor of the 2C program, is known to be transcriptionally regulated by various upstream factors (41, 42). Our study uncovers a potential role for YTHDF2 in regulating *Dux* expression through an m^6^A-dependent RNA degradation pathway, thereby revealing a novel post-transcriptional regulatory mechanism of DUX.

ZSCAN4 comprises a cluster of paralogs including ZSCAN4A-F and three pseudogenes. With robust expression at the 2-cell stage blastomere, ZSCAN4 has been shown to induce 2C gene expression and 2C-like transition through regulation of DNA demethylation and telomere elongation (4, 5, 43). Intriguingly, overexpression of ZSCAN4C has been found to upregulate the expression of *Dux*. Consistent with this, we found that ZSCAN4C or DUX could reciprocally regulate each other's expression as well as the expression of 2C genes, including *MERVL*, *Zscan4a*/*d, Usp17la* (Fig. 4*G*), indicating the presence of a positive feedback loop between ZSCAN4 and DUX in the regulation 2C-like program. Intriguingly, the knockdown of *Usp17la* resulted in a dramatic decrease in the expression of *MERVL* and *Zscan4* rather than *Dux*, suggesting a DUX-independent role of USP17LA in the regulation of 2C transcripts. Furthermore, we revealed that depletion of DUX or ZSCAN4, but not USP17LA, could fully or partially rescue the upregulation of 2C-signature transcripts caused by deficiency of YTHDF2, respectively (Fig. 4*H*). Collectively, these results indicate that depletion of YTHDF2 facilitates 2C gene expression and 2C-like state transition *via* dual mechanisms involving the selective stabilization of m^6^A-modified 2C transcripts and the DUX-ZSCAN4 feedback regulation. The DUX-ZSCAN4 molecular circuit exists to reinforce 2C-like reprogramming in *Ythdf2*-KD cells.

YTHDF2 has been documented to interact with diverse RNA decay machinery to mediate m^6^A-dependent mRNA turnover (34, 35, 36). However, our findings identify CNOT1, the scaffolding subunit of the CCR4-NOT deadenylase complex, as the primary functional partner of YTHDF2 in suppressing the 2C-like state. Previous studies have demonstrated that YTHDF2 directly binds CNOT1 through its N-terminal domain (34). Consistently, we also detected the interaction between YTHDF2 and CNOT1 in mouse ESCs. Importantly, the silencing of *Cnot1* led to enhanced expression of 2C-related genes including *MERVL*, *Dux*, and *Zscan4*, and promoted a 2C-like transition in ESCs (Fig. 5, *A*–*E*). Similarly, the knockdown of *Cnot10*, an auxiliary CCR4-NOT subunit, partially derepressed subsets of 2C-associated genes, such as *Zscan4c* and *Zscan4d* (44). These observations suggest that YTHDF2 and CCR4-NOT act cooperatively to destabilize 2C-specific mRNAs. Further supporting this mechanistic synergy, transcriptomic profiling revealed the consistent upregulation of primary YTHDF2-target transcripts in both *Ythdf2-*KD and *Cnot1-*KD cells (Fig. 5, *G* and *H*). Collectively, these results establish the CCR4-NOT complex as a crucial effector of YTHDF2 in restraining totipotency-associated programs.

In summary, our findings identify the negative role of YTHDF2 in the regulation of 2C-like fate decisions through both the m^6^A regulatory pathway and the DUX-ZSCAN4 circuit (Fig. 6). The functional interplay between YTHDF2 and m^6^A constitutes a vital component of the molecular machinery that modulates the 2C-like state. Our study highlights the significance of m^6^A in the regulation of 2C-like programs, providing deeper insights into the additional layers of totipotent-like regulations.

**Figure 6:**
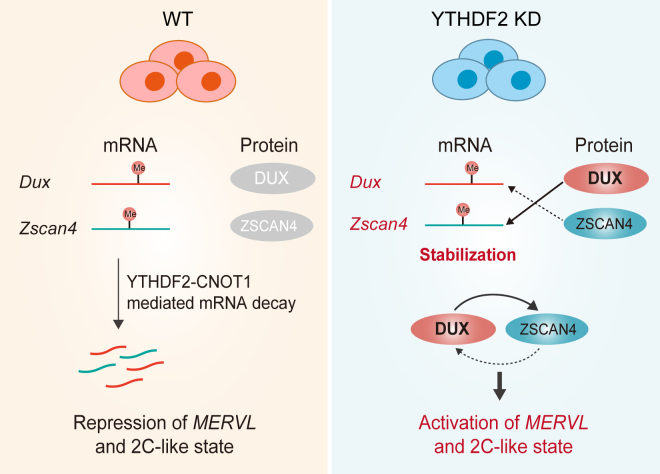
**Proposed working model of YTHDF2 in suppressing the 2C-like state.** A schematic model shows that YTHDF2 suppresses the 2C-like state in a manner that is dependent on both m^6^A and DUX-ZSCAN4 molecular circuits. In wild-type ESCs, YTHDF2 recruits the CCR4-NOT deadenylase complex (*via* CNOT1) to target m^6^A-modified 2C-related transcripts (*Dux* and *Zscan4*) for degradation. This process leads to the suppression of *MERVL* retroelements and the 2C-like state. Conversely, in the absence of YTHDF2, these 2C transcripts become stabilized and translate into functional proteins. The accumulated DUX and ZSCAN4 proteins then engage in a self-reinforcing molecular circuit, further amplifying the 2C-like reprogramming in YTHDF2-deficient cells.

## Experimental procedures

### Cell culture

The ESCs containing tdTomato transgene driven by MERVL-promoter, kindly provided by Professor Xudong Fu of Zhejiang University. These cells were cultured on 0.2% gelatin-coated dishes in Knock-out DMEM (Gibco), 15% KnockOut Serum Replacement (Gibco), 1% non-essential amino acids (Gibco), 1% Glutamax (Gibco), 1% penicillin/streptomycin (Life Technologies), 0.1 mM β-mercaptoethanol (Invitrogen), and 1000 U/ml Recombinant Mouse leukemia inhibitory factor (LIF) Protein (Millipore). For ESC maintenance, the medium was replaced daily, and routine passaging was performed when cell confluency reached 70%.

### Generation of stable YTHDF knockdown mouse ESCs

The shRNA targeting sequences were cloned into pRSI9-U6-(sh)-UbiC-TagRFP-2A-Puro (Cellecta). Lentiviral particles were packaged using Lenti-X 293T cells. Virus-containing supernatants were collected at 48 h post-transfection and filtered to eliminate cell debris. Mouse ESCs were infected by the lentivirus for 48 h and stable ESC knockdown lines were generated using puromycin selection (0.5 μg/ml). shRNA targeting sequences are listed below:

shScramble: 5′-AACAGTCGCGTTTGCGACTGG-3′.

shYthdf1: 5′-GGACATTGGTACTTGGGATAA-3′

shYthdf2-1: 5′-GCAAACTTGCAGTTTATGTAT-3′

shYthdf2-2: 5′-GGACGTTCCCAATAGCCAACT-3′

shYthdf3: 5′-GGTGGGCTTCACCAATTAATG-3′

### siRNA transfection

The ESCs were seeded onto 35 mm culture dishes 4 h prior to reaching around 30% confluence at the time of transfection. All siRNA transfections were performed using LipofectamineTM 3000(Invitrogen, L3000015) according to the manufacturer’s instructions. Briefly, Lipofectamine 3000 reagent and siRNAs were separately diluted in Opti-MEM medium (Gibco, 11058021). Then, the diluted siRNAs were added to the diluted Lipofectamine 3000 reagent, followed by 15 min incubation at room temperature. Subsequently, the mixtures were added to the cell suspension at a final concentration of 150 nM siRNA. The cells were collected and analyzed 48 h after the first transfection.

siYthdf1: 5′-GCACUGACUGGUGUCCUUU(dT) (dT)-3′

siYthdf2-1: 5′-CCAUGCCCUAUCUAACUUCUU(dT) (dT)-3′

siYthdf2-2: 5′-GCAUGAAUACUAUAGACCA(dT) (dT)-3′

siYthdf3: 5′-GCAGUGGUAUGACUAGCAU(dT) (dT)-3'

siDux: 5′-GGAUCCUAGGGCAAGCCUU(dT) (dT)-3'

siZscan4a-1: 5′-GAGUUGAGGUGGAGGAAUA(dT) (dT)-3′

siZscan4a-2: 5′-CCUGAGUGCUCUGACUACU(dT) (dT)-3′

siZscan4c-1: 5′-CUGACAUUUUCUACAUGUU(dT) (dT)-3′

siZscan4c-2: 5′-ACGACCCAAGGGAGGUACC(dT) (dT)-3′

siUsp17la-1: 5′-GGAGCUAACUGUCAAUGGA(dT) (dT)-3′

siUsp17la-2: 5′-GGGAUAAGAGAGCAAUUAA(dT) (dT)-3′

siCnot1-1: 5′-GUUAGAGGCUUACGUUAAA(dT) (dT)-3′

siCnot1-2:5′-GACUACGUGCGAACAGAUA(dT) (dT)-3′

siUpf1: 5′-CGUCCAACAUCUUCUACGA(dT) (dT)-3′

siHrsp12: 5′-GCUUACCAAGUCGCUGCUUUA(dT) (dT)-3′

### Flow cytometry analysis

Twenty-four hours prior to experimentation, ESCs were seeded onto 35-mm culture dishes. The following day, cells were detached using 0.05% Trypsin-EDTA, centrifuged to remove the culture medium, washed once with 1 ml of 1 × PBS buffer, and resuspended in PBS buffer. Cells were then filtered through a 300-mesh sieve into a flow cytometry tube and immediately subjected to analysis using the FACSCelesta flow cytometer (Becton Dickins). Data and images were analyzed using FlowJo software (V10.8).

### RNA isolation and real-time quantitative PCR

Total RNA was isolated from cells using Trizol reagent (Invitrogen) according to the manufacturer's instructions. Isolated RNA was reverse transcribed into cDNA using the HiScript III first Strand cDNA Synthesis Kit plus gDNA wiper (Vazyme Biotech) to remove genomic DNA contamination. Real-time qPCR experiments were performed using ChamQ SYBR qPCR Master Mix (Vazyme Biotech) and qPCR detection was conducted using the QuantStudio three Real-Time PCR System (Applied Biosystems). Primers for RT-qPCR assay are listed in Table S1. All the qPCR data were normalized to *Actin* as an internal control using the 2^-ΔΔCt^ method.

### Western blot

For Western blot analysis, cells were lysed using 2× SDS loading sample buffer and boiled at 100°C for 10 min to denature the proteins. Subsequently, proteins were separated by SDS-PAGE gel electrophoresis and transferred onto PVDF membranes. The membranes were then blocked with 0.5% skim milk in TBST for 1 h at room temperature. Following blocking, the membranes were incubated overnight at 4 °C with primary antibodies. The next day, after washing, the membranes were incubated with secondary antibodies for 1 h at room temperature. Immunoblot signals were visualized using an enhanced chemiluminescence system (TANON SCIENCE&TECHNOLOGY). Below are the antibodies utilized in the experiments: anti-YTHDF1 (Proteintech, 17479-1-AP), anti-YTHDF2 (Proteintech, 24744-1-AP), anti-YTHDF3 (Proteintech, 25537-1-AP), anti-ZSCAN4 (Abclonal, A10205), anti-MERVL-gag (Beyotime, AF0240), anti-DUX (HUABIO, ER1901–52), anti-CNOT1 (Proteintech, 14276-1-AP).

### m^6^A dot blot

Total RNA was extracted using Trizol reagent (Thermo Fisher Scientific), followed by mRNA isolation from the total RNA using oligo-dT beads (New England BioLabs, S1419S) to deplete rRNA. The mRNA was transferred onto a nylon membrane, and a gradient was set up with 500 ng, 250 ng, and 125 ng. Subsequently, the dried nylon membrane was placed in a UV cross-linker and fixed, with parameters set to 0.3 J and a wavelength of 256 nm. After sealing at room temperature with 5% skim milk on a shaker at 50 rpm for 1 h, m^6^A antibody (Abcam, ab151230) was applied and incubated overnight at 4 °C on the shaker at 50 rpm. The next day, the corresponding secondary antibody was applied and incubated on the shaker at 50 rpm for 1 h. Finally, imaging was conducted using a chemiluminescence imaging system.

### RNA decay assay

The cells from the shYthdf2 and shControl groups, both in a healthy growth state, were cultured until reaching 70% ∼ 80% confluency. Upon reaching this density, cells were digested using 0.05% Trypsin-EDTA and then seeded onto 35 mm culture dishes at similar cell numbers for both groups. The following day, fresh medium was replaced, supplemented with Actinomycin D (ActD) at a final concentration of 5 μg/ml. Cells were harvested at 0 h, 4 h, and 8 h after ActD treatment using Trizol, and an equal amount of Luc mRNA was added. The degradation rate of relevant mRNA was determined using qPCR.

### RNA-seq and data analysis

Total RNA extracted using Trizol is subjected to poly(A)+ RNA isolation for the preparation of RNA-seq libraries. Two independent biological replicates are prepared for each sample group. The constructed libraries are then subjected to deep sequencing using the Illumina Novaseq6000 platform. Using the DESeq2 package (1.40.2), genes were identified as significantly differentially expressed if they met the criteria of *p*value ≤ 0.05 and |log2foldchange| ≥ 1. The significantly differentially expressed genes were subjected to GO pathway enrichment and KEGG analysis using the DAVID website (https://david.ncifcrf.gov/). Gene Set Enrichment Analysis (GSEA) was performed on the 2C gene set using the enrichplot package (1.20.0). To analyze gene expression across various developmental stages, we first identified genes that were significantly upregulated in RNA-seq experiments following the knockdown of either *Ythdf2* or *Cnot1*. Subsequently, we examined the expression levels (FPKM) of these genes at different preimplantation developmental stages, utilizing gene expression profiles sourced from the GSE66582 dataset.

### MeRIP-seq and data analysis

Total RNA was extracted using Trizol reagent (Thermo Fisher Scientific) and mRNA was subsequently isolated from the total RNA using oligo dT beads (New England BioLabs, S1419S) to remove rRNA. The mRNA was then subjected to chemical fragmentation by incubating at 94 °C for 5 min in a fragmentation buffer (10 mM Tris-HCl, 10 mM ZnCl_2_, pH 7.0), yielding fragments of approximately 150 nucleotides. The reaction was terminated by adding 0.05 M EDTA, followed by standard ethanol precipitation to purify the fragmented RNA. Enrichment of m^6^A-modified mRNA was carried out using anti-m^6^A antibody (Abcam, ab151230). Input mRNA and m^6^A-modified RNAs were subjected to library construction using the TruSeq Stranded mRNA Library Preparation kit (Illumina), following the manufacturer's recommendations. Sequencing was performed on the Illumina Novaseq6000 platform (LC-Bio Technology Co, Ltd) with paired-end reads (PE150). Reads were filtered using fastp (0.19.4), and the filtered reads were aligned to the mouse genome (mm10) using hisat2 software (2.2.1). m^6^A peak calling was performed using exomePeak2 software to identify m^6^A peaks, followed by motif analysis of m^6^A peaks using HOMER software.

### RIP-seq and data analysis

ESCs were collected in lysis buffer (10 mM HEPES pH 7.4, 5 mM MgCl2, 100 mM KCl, 1 mM DTT, 1:100 protease inhibitor cocktail, 400 U/ml^–1^ RNase inhibitor) on ice for 20 min. The lysates were then centrifuged at 13,000 rpm for 10 min to remove insoluble precipitates. Anti-YTHDF2 was added to the cell lysates and incubated overnight at 4 °C. The following day, 15 μl each of protein A and protein G magnetic beads were added to the cell lysates and incubated with rotation at 4 °C for 2 h. Subsequently, the cell lysates were discarded on a magnetic rack, and the beads were washed 7 times with high salt wash buffer (10 mM HEPES pH 7.4, 5 mM MgCl2, 250 mM KCl, 1 mM DTT), each wash lasting for 5 min. RNA enriched by immunoprecipitation (IP) was extracted using Trizol and utilized for library construction. The constructed libraries were sequenced on the Illumina Novaseq6000 platform, and the sequenced reads were aligned to the mouse genome mm10 using hisat2 software. DESeq2 was employed to identify peaks associated with YTHDF2 binding.

## Data availability

The m^6^A-seq, RNA-seq and RIP-seq data generated for this publication have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession number GSE270884 (token password: srinuiegftkpbox).

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: YTHDF2 suppresses the 2C-like state in mouse embryonic stem cells via the DUX-ZSCAN4 molecular circuit
**Source:** J Biol Chem. 2025 Apr 4;301(5):108479. doi: 10.1016/j.jbc.2025.108479
**Supplement:** Supporting information

*Supporting information*

## **YTHDF2 suppresses the 2C-like state in mouse embryonic stem cells *via* the DUX-ZSCAN4 molecular circuit**

Xiang Wu<sup>1†</sup>, Wanting Cai<sup>1†</sup>, Junjie He<sup>1†</sup>, Shiyin Zhang<sup>1</sup>, Shen Wang<sup>1</sup>, Lingci Huang<sup>1</sup>,  
Haotian Zhang<sup>1</sup>, Xiaoyan Sun<sup>1</sup>, Jun Zhou<sup>1,2\*</sup>, Xiao-Min Liu<sup>1,2\*</sup>

<sup>†</sup>These authors have contributed equally to this work.

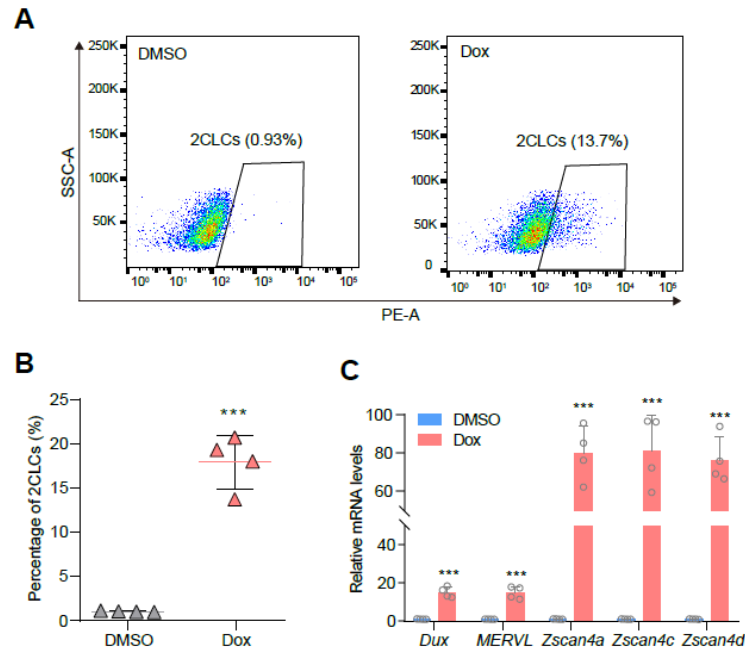

**Figure S1. Validation of the inducible 2C-tdTomato system.**

**(A)** Representative flow cytometry showing the percentage of 2C-tdTomato-positive cells in ESCs with (Dox) or without (DMSO) 24 h DUX induction.

**(B)** The percentage of 2C-tdTomato-positive in ESCs with or without 24 h Dux induction by flow cytometry analysis. Error bars, mean  $\pm$  SD; \*\*\* $P < 0.001$ , unpaired two tailed  $t$ -test;  $n = 4$ .

**(C)** Detection of 2C gene expression by RT-qPCR in ESCs with or without 24 h DUX induction. Error bars, mean + SD; \*\*\* $P < 0.001$ , unpaired two tailed  $t$ -test;  $n = 4$ .

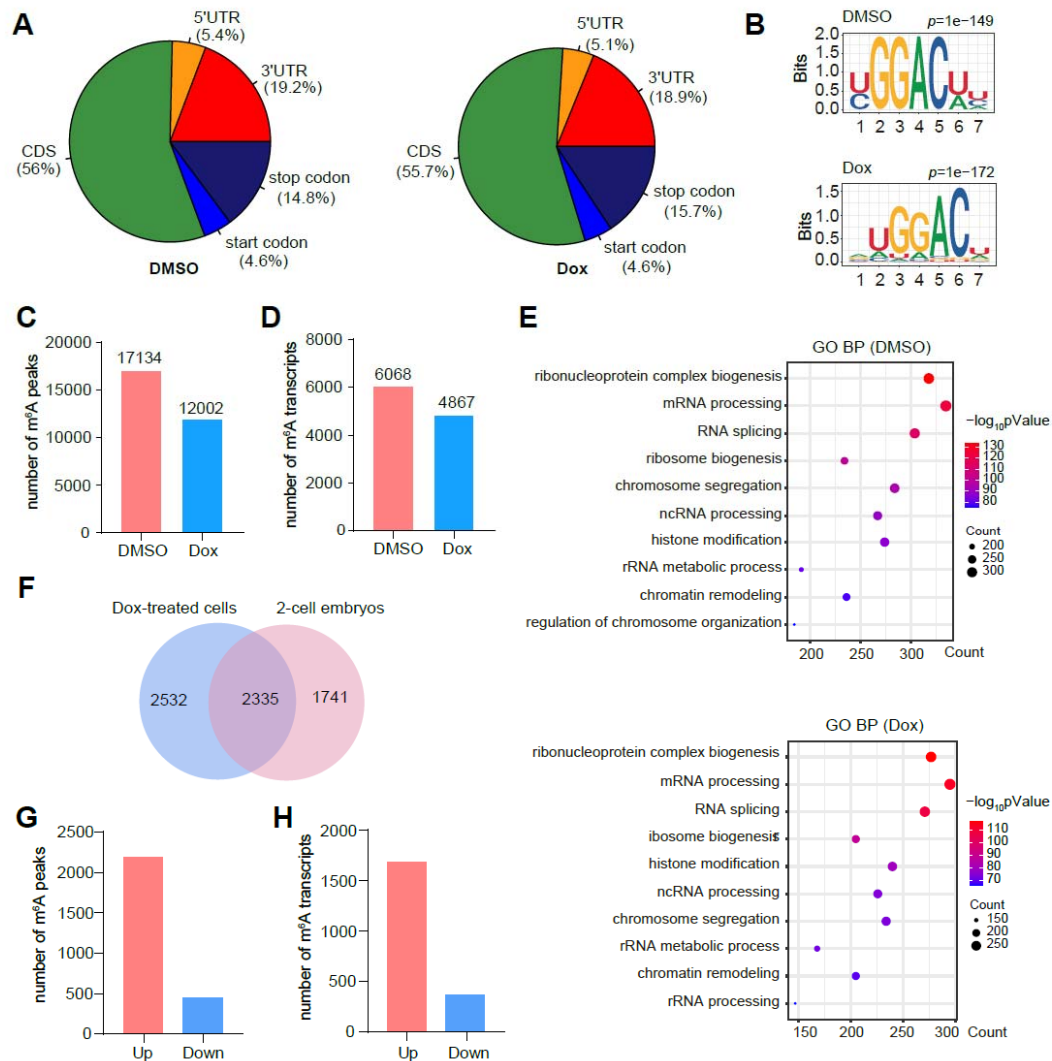

**Figure S2. The dynamic m<sup>6</sup>A methylome during DUX-induced the 2C-like reprogramming.**

(A) Pie charts presenting the fraction of m<sup>6</sup>A peaks within distinct RNA sequence types in ESCs with (Dox) or without (DMSO) DUX induction for 24 h.

(B) Sequence motifs identified within m<sup>6</sup>A peaks in ESCs with or without 24 h DUX induction. The motif GGAC was highly enriched in m<sup>6</sup>A peaks.

(C) Number of m<sup>6</sup>A peaks identified in ESCs with or without DUX induction for 24 h.

(D) Number of m<sup>6</sup>A-containing transcripts identified in ESCs with or without DUX induction for 24 h.

**(E)** Bubble plots showing the biological pathways enriched by m<sup>6</sup>A-containing transcripts identified in ESCs with (lower panel) or without DUX (upper panel) induction for 24 h.

**(F)** Venn diagram showing the overlap of m<sup>6</sup>A-methylated transcripts in Dox-treated ESCs and 2-cell embryos.

**(G)** Number of m<sup>6</sup>A peaks significantly upregulated (Up) and downregulated (Down) upon DUX induction for 24 h.

**(H)** Number of m<sup>6</sup>A-containing transcripts exhibiting increased (Up) and decreased (Down) m<sup>6</sup>A methylation upon DUX induction for 24 h.

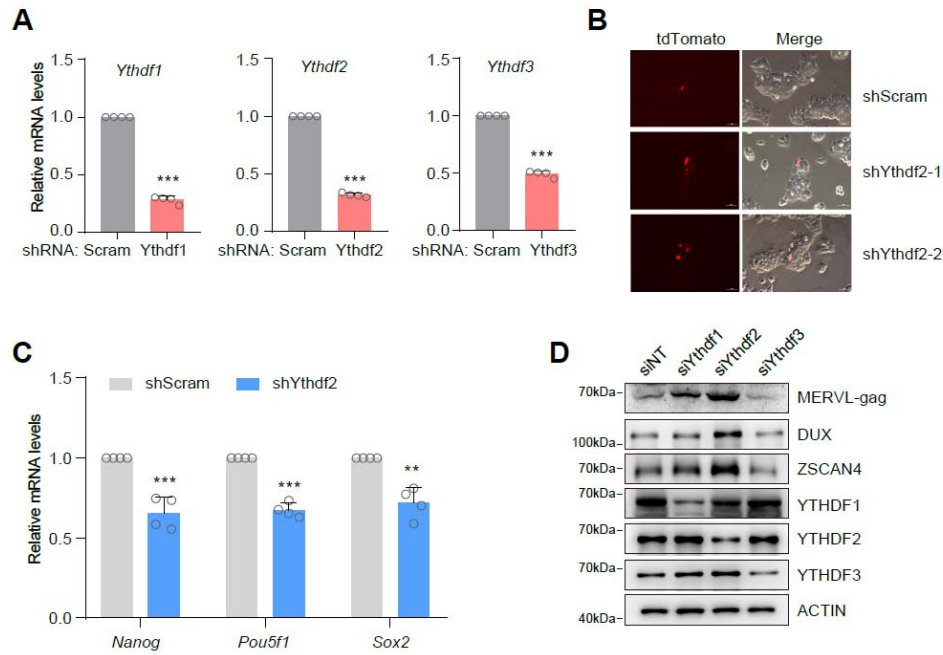

**Figure S3. Silencing of YTHDF2 facilitates the 2C-like state in ESCs.**

**(A)** RT-qPCR showing that the knockdown efficiency of *Ythdf1-3* in ESCs. Error bars, mean + SD; \*\*\* $P < 0.001$ , unpaired two tailed  $t$ -test;  $n = 4$ .

**(B)** Representative image showing 2C-tdTomato-positive cells in control (shScram) and *Ythdf2*-KD (shYthdf2) ESCs. Scale bars, 5  $\mu\text{m}$ .

**(C)** Detection of pluripotent gene expressions by RT-qPCR in control and *Ythdf2*-KD ESCs. Error bars, mean + SD; \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , unpaired two tailed  $t$ -test;  $n = 4$ .

**(D)** Western blotting showing the expression of YTHDF and 2C-related proteins in cells transfected with siRNAs targeting *Ythdf* or non-targeting siRNA (NT) as a control.

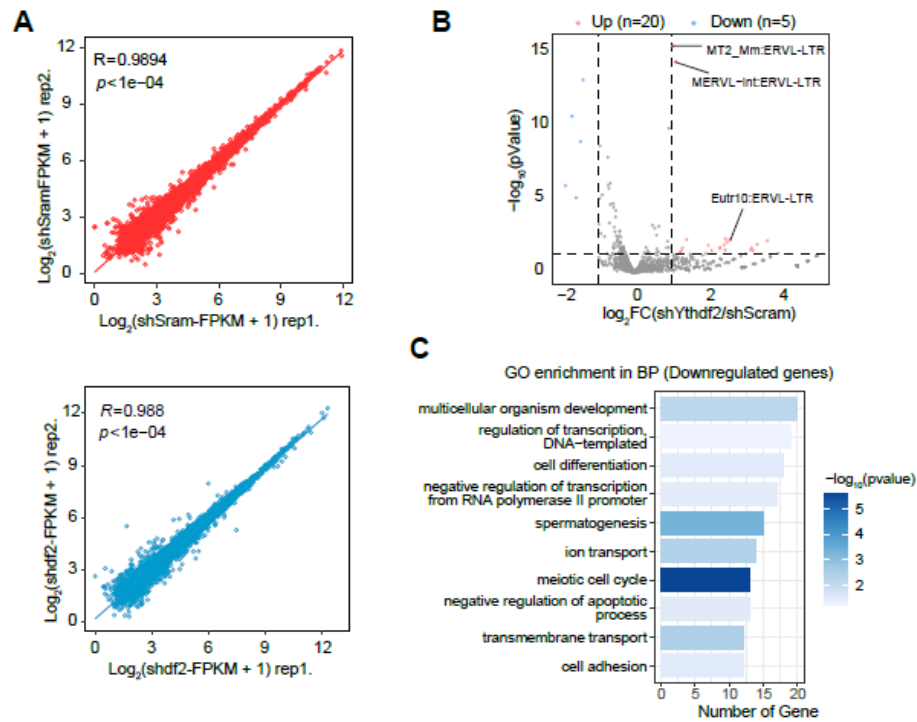

**Figure S4. The global transcriptomic changes mediated by YTHDF2.**

(A) Scatter plots showing the correlation of gene expression expressed as  $\log_2(\text{FCPKM} + 1)$  from biological replicates of control and (shScram, upper panel) and *Ythdf2*-KD (shdf2, lower panel) ESCs.

(B) Volcano plots showing changes in expression of transposable elements in response to YTHDF2 depletion.

(C) GO analysis of the biological pathways enriched by downregulated genes upon YTHDF2 depletion.

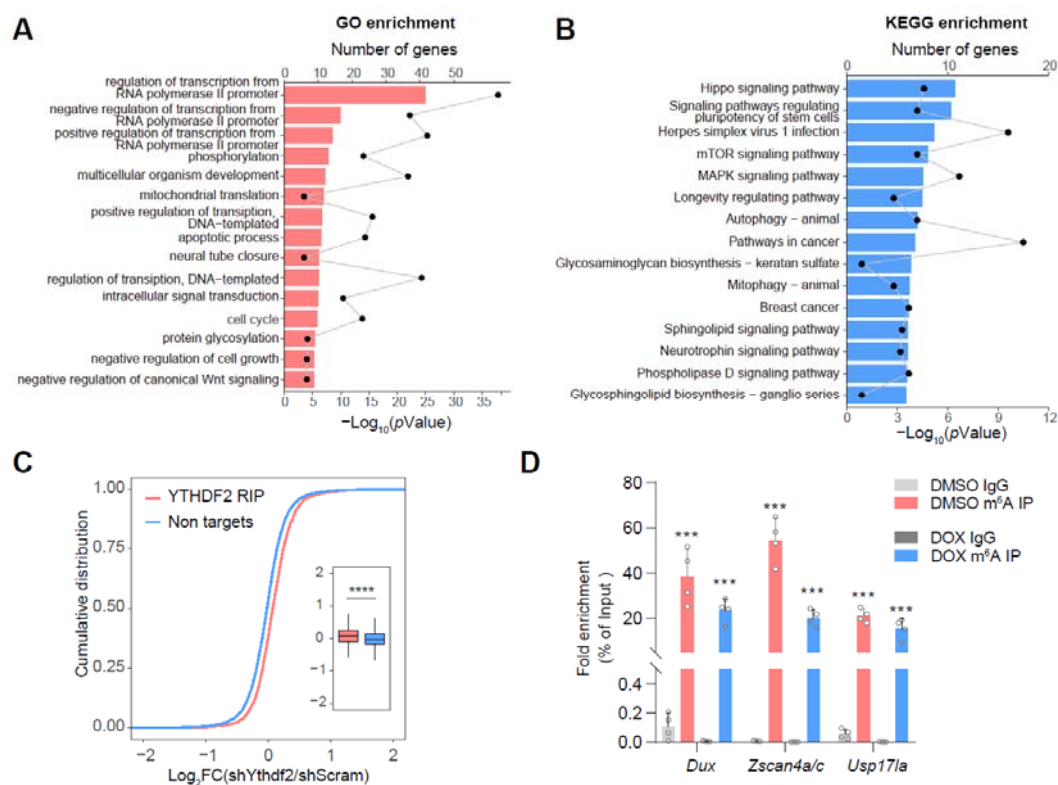

**Figure S5. Identification of YTHDF2 target transcripts.**

**(A)** GO analysis of the biological pathways enriched by YTHDF2 binding transcripts.

**(B)** GO analysis of the KEGG pathways enriched by YTHDF2 binding transcripts.

**(C)** Cumulative distribution of changes in transcript levels for YTHDF2 target mRNAs (YTHDF2 RIP) and non-target mRNAs (Non targets) between shScramble and shYthdf2.

**(D)** Detection of m<sup>6</sup>A levels on *Dux*, *Zscan4a*, *Zscan4c* and *Usp17la* mRNAs in ESCs with (Dox) or without (DMSO) 24 h DUX induction using m<sup>6</sup>A-RIP-qPCR. Error bars, mean + SD; \*\*\**p* < 0.001, unpaired two tailed *t*-test; *n* = 4 independent experiments.

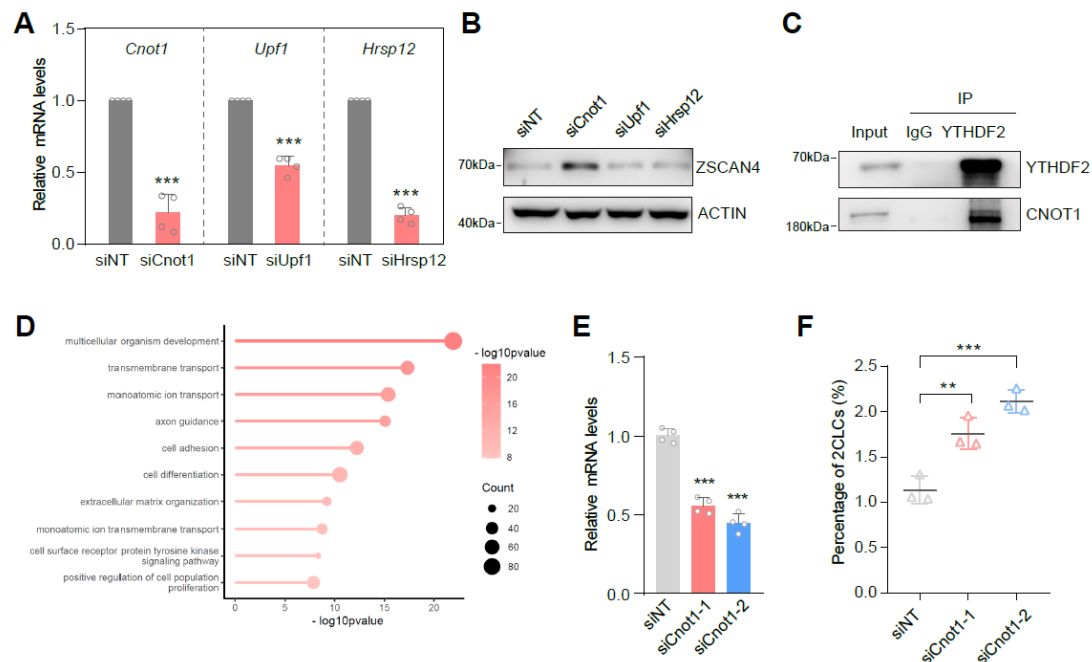

**Figure S6. CNOT1 modulates 2C program in ESCs.**

(A) RT-qPCR showing that the knockdown efficiency of *Cnot1*, *Upf1* and *Hrsp12* in ESCs. Error bars, mean + SD; \*\*\* $p$  < 0.001, unpaired two tailed  $t$ -test;  $n$  = 4 independent experiments.

(B) Western blotting showing the protein expression of ZSCAN4 in cells transfected with siRNA targeting *Cnot1*, *Upf1*, *Hrsp12* or non-targeting siRNA (NT) as a control.

(C) Cell lysates were immunoprecipitated with anti-YTHDF2 followed by immunoblotting using antibody against CNOT1.

(D) GO analysis of the biological pathways enriched by upregulated genes upon YTHDF2 depletion.

(E) RT-qPCR showing that the knockdown efficiency of *Cnot1* in ESCs. Error bars, mean + SD; \*\*\* $p$  < 0.001, unpaired two tailed  $t$ -test;  $n$  = 4 independent experiments.

(F) Quantification of the percentage of 2C-tdTomato-positive cells in ESCs transfected with siRNA targeting *Cnot1* or non-targeting siRNA as a control from three biologically independent experiments. Error bars, mean  $\pm$  SD; \*\* $P$  < 0.01, \*\*\* $P$  < 0.001, unpaired two tailed  $t$ -test;  $n$  = 4.

**Table S1. Primers for RT-qPCR used in this study.**

| <b>Gene name</b> | <b>Forward primer (5'-3')</b> | <b>Reverse primer (5'-3')</b> |
|------------------|-------------------------------|-------------------------------|
| <i>Ythdf1</i>    | GCCACAGCTATAACCCTAAA          | GTGGATGTCGTCCTCAGAATAG        |
| <i>Ythdf2</i>    | CAGTTTGCCTCCAGCTACTATT        | GCAATGCCATTCTTGGTCTTC         |
| <i>Ythdf3</i>    | GGGAAAGGCCCACTCTATTT          | GAGACCAGACACCAGCATAAG         |
| <i>Dux</i>       | AAAGGAAGAGCATGTGCCAGC         | GCAGTAAGCTGTCCTGGGAAC         |
| <i>Zscan4a</i>   | CCTGCCATTCCCTCTGACAT          | ATTATTCCACTTTGAACGTCGTT       |
| <i>Zscan4c</i>   | TCTTTCTGGTTGGCAGCTTT          | GCCAGGCTTCTGTCAAGAAC          |
| <i>Zscan4d</i>   | AAGAGGTGAGGTGGAGGAGT          | AAGGTCTTTTGCTGGTGCCT          |
| <i>Usp17la</i>   | TGGTGGTTGCTCTTTCCTTC          | GCTGTTGCCTGTGTTCTGGA          |
| <i>MERVL</i>     | ATCTCCTGGCACCTGGTATG          | AGAAGAAGGCATTTGCCAGA          |
| <i>Cnot1</i>     | CCGACTTGTCTCAGGTGTGG          | TCTCGTTCCCTTTTTATTGT          |
| <i>Upf1</i>      | TAAAGGATGAGACAGGCGAG          | GTCAATGAGGATGGAACGGA          |
| <i>Hrsp12</i>    | TACCATCGTTTCTTCTTCTG          | GAGCCTGTTTAGCTTCTTCT          |
| <i>β-Actin</i>   | TTGCTGACAGGATGCAGAAG          | ACTCCTGCTTGCTGATCCACAT        |

How the deposited data were processed for this re-analysis (not part of the article)

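RNA-seq was available for mouse ESCs transfected with siCnot1 or with siNT at 150 nM and collected after 48 h, with 2 libraries per group. The authors made poly(A)+ libraries, sequenced them and deposited raw counts per gene, without normalization and without pooling replicates. The layout of the table is that of featureCounts, and gene positions and chromosome names are those of GRCm39; the paper's text names hisat2 and mm10 for other assays and no aligner, counter or build for these libraries. The same table gives the exon length of each gene. The Ythdf2 knockdown, m6A-seq and RIP-seq data, and retrotransposons, were not analysed here.

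Library totals on genes ranged from 32135824 to 32557440 counts. At this depth 3 counts correspond to 0.0921 to 0.0934 CPM, which was taken as the floor; where every library of a group was at or under it, a fold change is given as a lower bound. Floors cover counting error only. Of the 50559 genes listed, 18144 passed edgeR's filterByExpr (minimum count 10) and were tested with edgeR 4.0.16 (TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment) in R 4.3.3, with condition as the only term. The paper used DESeq2 with an unadjusted p of at most 0.05 and an absolute log2 fold change of at least 1, and both that threshold and an adjusted p under 0.05 are reported. Gene lists were tested with camera (limma 3.58.1, inter-gene correlation 0.01) and, as alternatives, with fgsea 1.28.0 and 10000 random lists. Camera's p was adjusted over the 2 lists of the paper, and separately over 7 further lists. The names in Figs. 3F and 5H were read from the figures.

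The genes named were set by a rule written before the data were examined: the genes the paper names for this experiment, Ythdf2, Nanog, Sox2, Pou5f1, the CCR4-NOT subunits, the 3 genes with the smallest adjusted p and the 3 with the largest fold change in each direction among genes with an adjusted p under 0.05 that changed the same way in both replicate pairs, and at most 3 genes for each of 7 lists of other genes written at the same time. Any other gene named, and 4 later lists (ribosomal protein genes, CCT subunits, Xlr genes and mitochondrial mRNAs), were chosen after their values were seen.

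Alternatives were DESeq2's size factors, upper-quartile scaling and library totals in place of TMM; no filter on low counts, or at least 1 CPM in 2 libraries; DESeq2 1.42.0 and limma-voom in place of edgeR; the replicate number as a block, since both groups carry replicate numbers 1 and 2 in the sample labels; and leaving out each replicate in turn, which leaves 1 library in a group and so gives values with no test. The fits were tested on simulated data with 18144 genes, of which 200 were changed 2-fold: edgeR recovered 137 of the 200 with 4 false calls. Of 200 lists of unchanged genes, camera called 7 at p under 0.05 when no gene was changed and 0 when 200 genes were changed; a number of changed genes as large as in these data was not simulated. Transcript sequences of GENCODE M21 were joined to the counts by gene name only, and no GRCm38 position was set against the deposited positions. In a simulated test the fold changes were permuted among genes, and those of genes holding a chosen 3′ UTR 7-mer were lowered by a fixed amount. That 7-mer ranked 1 of 16194. The amount was larger than the median shifts reported below for AGTTTAT, and smaller effects were not simulated.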

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

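The results in this part lie outside the genes and sets the paper discusses. Apart from the p53 list, which was written before the data were examined, the sets and genes were picked after their values were seen (Cct3 for having one of the smallest adjusted p), and so were the tests in this part.

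The 22 p53 target genes had a median log2 fold change of 0.30 in siCnot1, with 21 higher and 1 lower, of which 16 and 1 had an adjusted p under 0.05 in edgeR (17 when adjusted over the list alone; camera adjusted p = 3.1e-08 over the 7 lists written beforehand). Plk2 (log2 fold change 0.89) and Mdm2 (0.55) had the smallest p of those listed under p53 alone, while Trp53 itself was at -0.13 (adjusted p = 0.0785 in edgeR). The count of 21 higher genes was the same under upper-quartile scaling, DESeq2's size factors and library totals. The median was at percentile 100 of 10000 random lists matched on mean expression and gene length. Its lowest value under another scaling was 0.299. A response of the p53 pathway is a hypothesis; transfection stress from this siRNA in particular was not tested, since 1 siRNA preparation cannot be separated from the loss of Cnot1.

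The 83 ribosomal protein genes were lower, with a median log2 fold change of -0.37 and 82 of 83 below 0 (81 with library totals). The highest median under another scaling was -0.263, but none of the scalings used could have removed a shift of this size. The pair of tests on gene length and expression gave different answers. Against 10000 random lists matched on mean expression and gene length, whose medians were themselves mostly negative (95% between -0.239 and -0.135), the median was at percentile 0. When a trend of log2 fold change with length and expression was removed over all genes, the median was -0.067. Removing the trend could absorb a true change if these transcripts lie at its edge, which was not examined. The pattern therefore cannot be told apart from a length and expression trend.

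The 10 Xlr genes on the X chromosome had a median log2 fold change of -1.43, and all 10 were below 0 under each of the 4 scalings. Members share reads, so the counts were summed. The sum fell from 6651 and 7071 to 2583 and 2736 counts, a log2 fold change of -1.47 (standard error 0.0626, adjusted p = 1.72e-13 from edgeR), which reads moving among members would not give. A shared regulator of the family is a hypothesis that these data do not test.

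Cct3 (GRCm39 chromosome 3, 88204442 to 88229073), which encodes a subunit of the CCT chaperonin, rose with a log2 fold change of 1.08 (standard error 0.0541, adjusted p = 3.7e-12 from edgeR), while the other 7 CCT subunit genes were lower under each of the 4 scalings, and with TMM each had an adjusted p under 0.05 in edgeR. Cct3 gained 311 normalized CPM. Among 7 tested genes within 50000 bp the largest gain was 32.6, in Smg5, so a matching rise of an annotated neighbour was not seen. Reads from an unannotated transcript overlapping Cct3 would be counted on Cct3 itself, and this was not examined. No biological explanation was tested.

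Mitochondrial COX1 rose with a log2 fold change of 1.10 and COX3 with 1.16, while CYTB fell with -0.389 (adjusted p = 5.34e-05 from edgeR). Of the 13 mitochondrial mRNAs 11 were higher and 2 lower, with a median log2 fold change of 0.23. At an adjusted p under 0.05 in edgeR, 5 were higher and 1 lower. More mitochondrial RNA in the libraries would raise all 13 alike, so it does not by itself account for the differences among them. It may still have contributed to the rise of most of them. The share of counts on the mitochondrial chromosome was 1.17% and 1.40% in siNT and 2.11% and 1.76% in siCnot1. Whether poly(A) selection of these transcripts differed was not tested.

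Among 16194 7-mers, AGTTTAT in the 3′ UTR had the most negative association with log2 fold change (t = -7.58 over 10402 genes, adjusted for UTR length, GC content and expression), ahead of CAGTTTA at -5.01. Annotated UTRs covered 90.6% of the 11483 genes above a log2 of 2 CPM, and 88.1% of the lower ones. Of 1669 genes with the site, 26.1% were lower at an adjusted p under 0.05, against 19.7% of 8733 without it (odds ratio 1.44). Median log2 fold changes were -0.009, -0.040, -0.12 and -0.12 with 0, 1, 2 and 3 or more sites, so the effect is small. It ranked 1 in each replicate pair (t = -6.48 and -8.26). Base composition does not account for it, since the lowest of the 104 other 7-mers of the same bases was -4.56, at the overlapping GTTTATA. Nor does the choice among many 7-mers, since the lowest t over 100 permutations of the genes was -4.81. In the coding sequence the association was weaker (t = -3.12) but still at percentile 0.574 of the 7-mers, so it was not confined to 3′ UTRs. A small RNA with the complementary seed may produce this, but a protein binding the motif would give the same pattern and the 2 cannot be told apart. The longest Cnot1 transcript holds the 7-mer 1 time, where 0.512 sites are expected by chance.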

How the results depend on the processing

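The alternatives were set before the data were examined, apart from the 4 lists chosen later, the random lists for lists other than those of the paper, the removal of a length trend and the CCR4-NOT list without Cnot1, which were chosen after results were seen. Direction and significance held under every scaling, filter and test that was run for the Zscan4 family sum. The same was true of the 25 YTHDF2-target transcripts and the 2C-related genes of Fig. 3F, each taken as a set. Not every single gene held. Lrrn2 and 0610040J01Rik changed sign with the setting. Gm36718 and H1f2 did not pass without the filter on low counts (adjusted p = 0.104 and 0.168 from edgeR). With the replicate block, 2524 genes were higher and 2431 lower at an adjusted p under 0.05, and the deviations of same-numbered libraries had a correlation of 0.011. The block left the median at 0.30 for p53 targets, -0.19 for pluripotency genes, -0.37 for ribosomal protein genes and -1.44 for Xlr genes.

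Library totals in place of TMM shifted the median of all tested genes from 0.0084 to 0.12. This left 1563 genes lower at an adjusted p under 0.05 in place of 2668, raised the share of higher genes among those calls from 50.5% to 71.9%, and turned the small log2 fold changes of Ythdf2, Cnot2, Cnot4 and Cnot8 to 0.016, 0.020, 0.045 and 0.068. Without a filter on low counts, 1303 genes were higher and 1450 lower at an adjusted p under 0.05, and Lrrn2 was at -0.000598. With at least 1 CPM in 2 libraries, 729 genes were higher and 186 lower at the paper's thresholds, and the medians of the extraembryonic and interferon lists changed sign to -0.0901 and -0.49, neither significant, while the histone median moved from 0.21 to 1.04 with 3 genes tested in place of 21, also not significant. DESeq2 gave 911 higher and 275 lower genes at the paper's thresholds, of which 815 and 229 were shared with edgeR's calls, and put Lrrn2 at -0.00192. It gave 1881 higher and 2289 lower genes at an adjusted p under 0.05. A pseudocount of 1 moved the median log2 FPKM of the 25 transcripts to 2.22 in siNT and 3.11 in siCnot1. The causes of these changes were not tested, apart from the shift that library totals give to every gene.

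Across the 4 fits that each left out one replicate, values with no test, the median log2 fold change ranged from 0.86 to 0.98 for the 25 transcripts, from 1.14 to 1.25 for the genes of Fig. 3F, from -0.014 to 0.079 for extraembryonic genes, from -0.22 to -0.18 for immediate-early genes, from -0.11 to 0.40 for histones, from -0.34 to 0.054 for the interferon list and from -0.23 to -0.13 for pluripotency genes. For the CCR4-NOT subunits, Cnot1 included, it ranged from -0.18 to -0.082. Changes of sign among single genes were seen for Lrrn2 (-0.097 to 0.10), Ythdf2 (-0.21 to 0.044), Cnot4 (-0.12 to 0.0036), Cnot6 (-0.26 to 0.0087), Cnot8 (-0.082 to 0.0045) and Srp54b (-4.43 to 0.21). Calls could not be counted with 1 library in a group. Among the single genes and later lists, 22 changes over 12 results were a loss of significance and 1 was a gain (Trp53 with DESeq2). DESeq2 gave no adjusted p for Cdhr2, Foxl2os, Cnr1, Opalin, Gm38924 and H3c10, which had one under 0.05 in edgeR, or for Duxf3, so significance could not be compared there.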

Differences from the paper's values

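At the paper's thresholds 1121 genes were higher in siCnot1 with edgeR against the paper's 969 with DESeq2, within 1.5 times of each other, as were the counts under each alternative. DESeq2 gave 911 here. The median log2(FPKM + 0.01) of the 25 transcripts was 1.87 in siNT and 2.93 in siCnot1, against about 1.9 and about 3.0 in Fig. 5G, read by eye.

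Fig. 5H shows all 25 transcripts as higher after Cnot1 knockdown, Lrrn2 by the least. Here Lrrn2 did not differ (log2 fold change 0.006), and Amz1 (0.62) and AF067061 (0.36) did not pass an adjusted p of 0.05 in edgeR. With each replicate left out in turn, the log2 fold change ran from 0.42 to 0.80 for Amz1 and from 0.061 to 0.74 for AF067061, as values with no test. Dux, taken as Duxf3, had 5 and 0 counts in siNT and 4 and 17 in siCnot1, with a log2 fold change of 1.91 and an adjusted p of 0.516 without the filter on low counts. None of the alternatives set before the data were examined called any of these 4 transcripts, at the paper's thresholds or at an adjusted p under 0.05, where the transcript could be tested.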

Other observations

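The tests on siRNA seeds, the interferon list, low counts and gene length were written before the data were examined; the tests on simulated counts with no change, on splits of the libraries, on the removal of a length trend, on the CCR4-NOT subunits without Cnot1 and on random lists matched to gene lists other than those of the paper were chosen after results were seen.

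Lower genes could reflect off-target silencing by the seed of an siRNA. The 3′ UTR sites of the 2 listed guide strands were at percentiles 46.4 (ACGTTAA) and 6.17 (AACAGAT) of all 7-mers by association with log2 fold change, outside the lowest 1% set as the criterion, so a seed effect of the listed guides was not detected. Whether a seed effect weaker than the simulated one would have been seen was not tested. A response to transfected RNA was not detected either: 7 of 15 interferon genes could be tested and the list did not differ as a set (camera with an inter-gene correlation of 0.01, p = 0.15, adjusted p = 0.21 over 7 lists, and from 0.0915 to 0.833 under the alternatives). Within it, 3 of the 7 genes were lower at an adjusted p under 0.05 in edgeR, Oas1a (log2 fold change -1.46), Ddx58 (-0.50) and Oasl1 (-0.88). Both groups received siRNA, so this compares siRNAs only.

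Noise at low counts does not account for most of the higher genes, although 64.0% of those at the paper's thresholds were under 1 CPM in siNT. Of the higher genes, 78.6% also had an adjusted p under 0.05, but this share rests on the test that selected them and cannot decide the question. The evidence is the simulation described next, which tested 3053 genes under 1 CPM in siNT against 3818 in the data. In 1 set of simulated counts with no gene changed, 74 genes under 1 CPM in siNT were higher at the paper's thresholds, against 717 in the data, and 0 of these 74 had an adjusted p under 0.05 (823 of all 17652 simulated genes had an unadjusted p under 0.05), against 477 of the 717. The number did depend on the filter. A filter of at least 1 CPM in 2 libraries gave 729 higher genes in place of 1121, 715 of them shared. A gene length bias may contribute. Log2 fold change rose with gene length (Spearman's rho 0.18 across 18144 genes, which are not independent), and the higher genes had a median length of 3953 bp against 2734 bp in genes matched on expression, a difference that 0 of 1000 matched draws reached. Length and expression together accounted for a share of 0.0929 of the variance. After this trend was removed the medians were 0.93 for the 25 YTHDF2-target transcripts, 1.14 for the genes of Fig. 3F, 0.39 for p53 targets and -1.40 for Xlr genes, so those shifts are not explained by it.

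The 4 libraries are too few for other splits to test the grouping. Of the 2 splits that part both same-numbered pairs, 1, the real one, gave 5387 genes at an adjusted p under 0.05 in edgeR. The other gave 0, with 71 genes at an unadjusted p under 0.05 and 60 at the paper's thresholds. The split that keeps same-numbered libraries together gave 0, with 75 and 63.

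Camera and matched random lists gave different answers for some lists. Nanog, Sox2 and Pou5f1 had log2 fold changes of -0.22, -0.17 and -0.24 (adjusted p = 0.00297, 0.0273 and 0.00174 from edgeR). Over the alternatives the adjusted p was at most 0.0904, 0.402 and 0.0489, in each case with library totals, so Nanog and Sox2 did not pass there; Sox2 did not pass without the filter on low counts or with the replicate block either. Pluripotency genes had a median of -0.19 (camera adjusted p = 0.0021), yet this was at percentile 36.9 of random lists matched on expression, whose own median was -0.16, so genes of similar abundance fell as much; of 15 tested, 1 was higher and 9 lower at an adjusted p under 0.05 in edgeR. The 11 CCR4-NOT subunits, all below 0 under TMM, had a median of -0.14 (camera adjusted p = 1.9e-07, percentile 23.6), but this list holds Cnot1, the gene knocked down. The other 10 had a median of -0.136 (camera with an inter-gene correlation of 0.01, p = 0.0445, adjusted p = 0.104 in place of the full list among the 7 lists; percentile 18.9), 2 of them had an adjusted p under 0.05 in edgeR, and Cnot2, Cnot4 and Cnot8 were above 0 with library totals, so a change of the other subunits as a set was not detected. With the replicate block the median of the 10 was -0.134 (camera adjusted p = 0.0825). Immediate-early genes had a median of -0.25, not significant in camera (adjusted p = 0.107) but at percentile 0.23 of expression-matched lists. That percentile holds for the main fit only. The median was -0.118 without the filter on low counts, -0.122 with DESeq2 and -0.142 with library totals, not significant in any of them. Of 16 immediate-early genes tested, 2 were higher and 6 lower at an adjusted p under 0.05 in edgeR. Extraembryonic genes and histones did not differ as sets (camera adjusted p = 0.837 and 0.511), although single genes changed in both directions: of 24 extraembryonic genes tested 5 were higher and 5 lower at an adjusted p under 0.05 in edgeR, and of 21 histones 3 were higher and 1 lower; with at least 1 CPM in 2 libraries the histone median was 1.04 (camera adjusted p = 0.068), over 3 genes in place of 21.

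Several large fold changes rest on few counts. Cdhr2, Foxl2os and Cnr1 had 0 counts in both siNT replicates and were at least 8.55-fold, 7.00-fold and 5.13-fold higher. Opalin and Gm38924, with at most 2 counts in each siCnot1 replicate, were at least 7.15-fold and 4.11-fold lower. Neither passed an adjusted p of 0.05 without the filter on low counts (0.0515 and 0.147 from edgeR). Srp54b had 22 and 556 counts in siNT and 23 and 32 in siCnot1, so its log2 fold change of -3.48 rests on 1 siNT replicate, and its adjusted p ranged from 0.000278 to 0.195 over the alternatives. Wls (log2 fold change 2.76), Tgm2 (-2.02) and Gm52429 (-1.16) were among the genes with the smallest adjusted p. Xist, chosen after its values were seen, rose from 3.39 ± 0.39 to 9.26 ± 1.47 normalized CPM (SD, n = 2 per group), a log2 fold change of 1.45.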
